# Molecular and functional heterogeneity of IL-10-producing CD4^**+**^ T cells

**DOI:** 10.1038/s41467-018-07581-4

**Published:** 2018-12-21

**Authors:** Leonie Brockmann, Shiwa Soukou, Babett Steglich, Paulo Czarnewski, Lilan Zhao, Sandra Wende, Tanja Bedke, Can Ergen, Carolin Manthey, Theodora Agalioti, Maria Geffken, Oliver Seiz, Sara M. Parigi, Chiara Sorini, Jens Geginat, Keishi Fujio, Thomas Jacobs, Thomas Roesch, Jacob R. Izbicki, Ansgar W. Lohse, Richard A. Flavell, Christian Krebs, Jan-Ake Gustafsson, Per Antonson, Maria Grazia Roncarolo, Eduardo J. Villablanca, Nicola Gagliani, Samuel Huber

## Abstract

IL-10 is a prototypical anti-inflammatory cytokine, which is fundamental to the maintenance of immune homeostasis, especially in the intestine. There is an assumption that cells producing IL-10 have an immunoregulatory function. However, here we report that IL-10-producing CD4^+^ T cells are phenotypically and functionally heterogeneous. By combining single cell transcriptome and functional analyses, we identified a subpopulation of IL-10-producing Foxp3^neg^ CD4^+^ T cells that displays regulatory activity unlike other IL-10-producing CD4^+^ T cells, which are unexpectedly pro-inflammatory. The combinatorial expression of co-inhibitory receptors is sufficient to discriminate IL-10-producing CD4^+^ T cells with regulatory function from others and to identify them across different tissues and disease models in mice and humans. These regulatory IL-10-producing Foxp3^neg^ CD4^+^ T cells have a unique transcriptional program, which goes beyond the regulation of IL-10 expression. Finally, we found that patients with Inflammatory Bowel Disease demonstrate a deficiency in this specific regulatory T-cell subpopulation.

## Abstract (web summary)

Tr1 cells are considered an immunosuppressive CD4 T cell population producing IL-10. Here the authors show that IL-10 is insufficient for Tr1 immunosuppression, define surface markers and transcriptional program of the immunosuppressive subset within Tr1, and reveal its deficiency in patients with IBD.

## Introduction

Immune mediated inflammatory diseases (IMIDs) are characterized by a dysregulated immune response and non-healing tissue damage, which promotes a vicious cycle leading to chronic disease. What breaks immunological tolerance in these diseases is unknown and therefore medical therapies currently used to treat IMIDs are as of yet, not curative. Mouse studies have shown that regulatory CD4^+^ T cells and the production of the anti-inflammatory cytokine interleukin-10 (IL-10) represent fundamental mechanisms to maintain the immunological tolerance especially in the intestine. Moreover, human genetics studies have shown that polymorphisms in genes associated with the regulatory mechanisms of CD4^+^ T cells, such as interleukin-10 (*IL10*) and *IL10RA* are associated with early onset intestinal inflammation^1,2^. Thus, a defect in these mechanisms could be involved in the pathogenesis of IMIDs, especially in inflammatory bowel disease (IBD). Nevertheless, in contrast to what would be expected on the basis of these data, IBD patients do not show an obvious defect in IL-10 production^3–5^. One hypothesis to explain this discrepancy, would be that only a subpopulation of IL-10-producing CD4^+^ T cells has regulatory activity. Therefore, the quantification of all IL-10-producing CD4^+^ T cells could have been misleading, since it does not allow the quantification of this potentially hidden subpopulation. An example supporting this hypothesis is represented by one type of regulatory T cells, namely Foxp3^+^ CD4^+^ T cells. These cells have been subdivided into subpopulations based on their heterogeneous regulatory activity. This stratification was essential to understand their contribution to the prognosis of patients with colorectal cancer^6^. Despite this, no reproducible defect in number or function of Foxp3^+^ regulatory T cells could be observed in patients suffering from IBD^7–9^.

Also, IL-10-producing Foxp3^negative (neg)^ CD4^+^ T cells, usually referred to as T regulatory type 1 cells (T_R_1), have a powerful regulatory activity. However, whether this population of cells is a functional homogenous population across different tissues and species remains unknown. Different groups have described that several surface molecules, including co-inhibitory receptors such as LAG-3, PD1, and TIM-3 and also other integrins and chemokines such as CD49b and CCR5, can be expressed by IL-10-producing Foxp3^neg^ CD4^+^ T cells^10–19^. Notably, we and others already observed in distinct studies that not all IL-10-producing CD4^+^ T cells co-express LAG-3 and CD49b^11^ or TIM-3, TIGIT, PD1, and CCR5^12,20^. These data already suggested a potential functional heterogeneity, especially considering that co-inhibitory receptors are not just surface markers, but they also fulfill a regulatory function. However, it remains to be addressed whether there is a significant difference between those IL-10-producing Foxp3^neg^ CD4^+^ T cells, which express the surface markers and those which, despite IL-10 expression, do not express them.

By studying IL-10-producing Foxp3^neg^ CD4^+^ T cells, several transcriptional factors that regulate *Il10* expression have been identified. Blimp1 and C-maf^21^, through EGR-2^22,23^, promote the transactivation of the *Il10* gene. More recently, IRF1, BATF, Eomes, and T-cell receptor induced ITK were shown to be key factors in the development of these cells^24–26^. However, the transcriptional program that goes beyond the regulation of IL-10 and defines the identity of IL-10-producing Foxp3^neg^ regulatory CD4^+^ T cells has not been yet identified.

Here, by combining transcriptomic analysis at the resolution of single cells and functional experiments in mouse and humans we have shown that IL-10-producing Foxp3^neg^ CD4^+^ T cells are a functionally heterogeneous population of cells. The combinatorial expression of co-inhibitory receptors allowed the identification of a subpopulation with a regulatory function. This subpopulation displayed a unique molecular program. Finally IBD patients showed a selective paucity of these regulatory cells.

## Results

### IL-10-producing CD4^+^ T cells are heterogeneous

It has been assumed that all IL-10-producing T cells are a functionally homogenous population of anti-inflammatory cells. To challenge this assumption, we isolated IL-10-producing (IL-10^positive (pos)^) Foxp3^neg^ CD4^+^ T cells - we excluded Foxp3 expressing cells, as their functional heterogeneity has been already described - from small intestine and spleen using IL-10^eGFP^, Foxp3^mRFP^ double reporter mice upon in vivo expansion of this cell population via anti-CD3 antibody (mAb) treatment^11,27–29^. The function of these cells was then assessed in a T-cell mediated transfer colitis mouse model^27,28,30^. Unexpectedly, transfer of splenic IL-10-producing Foxp3^neg^ CD4^+^ T cells caused colitis upon transfer, while small intestinal IL-10-producing Foxp3^neg^ CD4^+^ T cells did not cause colitis as expected (Fig. 1a–c).

**Fig. 1:**
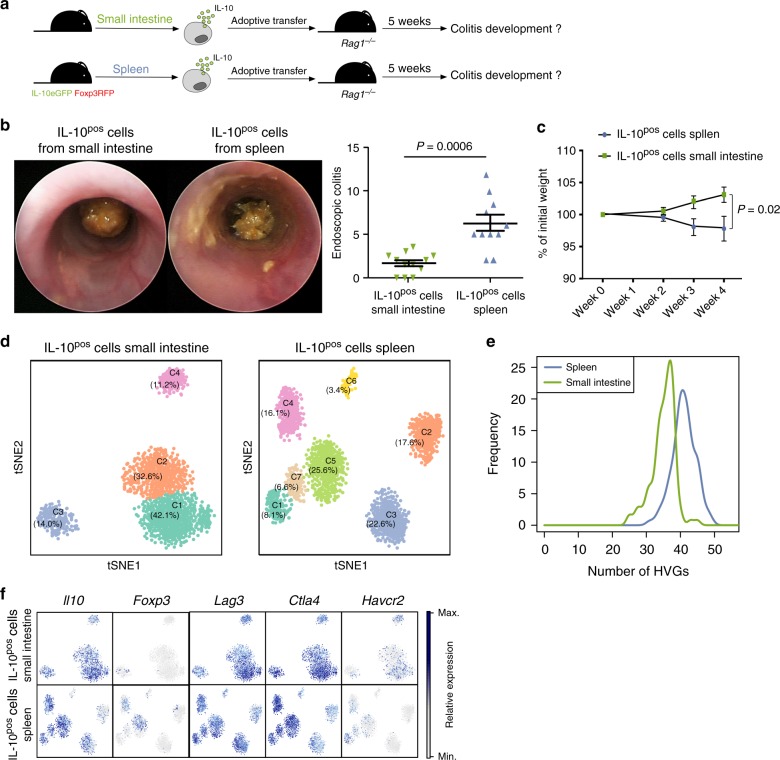
Mouse IL-10-producing CD4^+^ T cells are heterogeneous. **a**–**c** IL-10-producing Foxp3^neg^ CD4^+^ T cells (IL-10^pos^) were isolated from small intestine or spleen of aCD3-treated IL-10^eGFP^ Foxp3^mRFP^ double reporter mice. Cells were transferred into lymphopenic hosts and colitis development was assessed by weight loss (**c**) and endoscopic colitis score (**b**) 5 weeks upon transfer (IL-10^pos^ cells small intestine *n* = 12; IL-10^pos^ cells Spleen *n* = 11; lines indicate mean ±SEM). Results are cumulative of three independent experiments. A Mann–Whitney *U* test was used to calculate significance. **d** *t-*SNE analysis of single cell RNA sequencing of IL-10^pos^ cells (including Foxp3^+^ cells) isolated from small intestine or spleen of aCD3-treated IL-10^eGFP^ Foxp3^mRFP^ double reporter mice. **e** Bootstrap analysis of HVGs in single cell RNA sequencing data of IL-10^pos^ cells from small intestine and spleen. **f** Expression of indicated genes in *t-*SNE analysis

These data could be explained at least by two not mutually exclusive hypotheses: (i) only intestinal IL-10-producing Foxp3^neg^ CD4^+^ T cells have a regulatory activity or (ii) splenic IL-10-producing Foxp3^neg^ CD4^+^ T cells are a functionally heterogeneous population of cells consisting of a minority of suppressive cells that are outnumbered by a majority of inflammatory cells. To test the potential heterogeneity of IL-10-producing Foxp3^neg^ CD4^+^ T cells, we performed single cell RNA sequencing (scRNA-seq), using two complementary methods. As a control, we included IL-10-producing Foxp3^+^ CD4^+^ T cells (Supplementary Figure 1A). First, we used SMART-seq2 scRNA-seq protocol, which provides good sequencing depth, but few cells to analyze (Supplementary Figure 1). After quality control and excluding cells in G2 cell cycle or S-phase, we analyzed 138 small intestinal and 388 splenic IL-10^eGFP+^ CD4^+^ T cells. We validated that 92% of eGFP^+^ sorted cells indeed expressed *Il10*. Furthermore, there was a robust correlation between *Il10* and *eGfp* (Supplementary Figure 1B). We then performed a *t*-distributed stochastic neighbor embedding (*t*-SNE) analysis and found that the cells isolated from the spleen form more distinct clusters than those isolated from the intestine (4 clusters in spleen vs. 2 clusters in small intestine, Supplementary Figure 1C). To further strengthen this observation, we performed a bootstrap analysis by selecting 100 random cells and computing the number of highly variable genes (HVGs) in each organ. We observed that IL-10-producing cells in the spleen have more variable genes than those in the intestine (Supplementary Figure 1D). Taken together, these analyses suggest a higher heterogeneity of IL-10-producing T cells isolated from the spleen compared to the small intestine (Supplementary Figure 1).

We next used the Drop-seq based 10X technology to validate these data. 

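From IL-10-producing (eGFP+) CD4+ T cells of reporter mice for IL-10 and Foxp3, Foxp3+ cells included, 1 library was made per tissue, small intestine and spleen. The mice had received 2 injections of anti-CD3, an antibody that activates T cells, of 15 µg each, on days 0 and 2 and were killed 4 h after the second. The authors trimmed the reads, aligned them to the mouse genome Mm10 with CellRanger and counted unique molecular identifiers (UMIs), which count each captured RNA molecule once, per gene and cell barcode. The counts were deposited without normalization and before the paper's own filters on cells and genes. The library of the small intestine held 1474 barcodes and 5693395 UMIs, with a median of 3618.5 UMIs and 1439 genes per cell and a range of 981 to 19521 UMIs. That of the spleen held 1738 barcodes and 11103530 UMIs, with a median of 5532.5 UMIs and 1905.5 genes per cell and a range of 1599 to 30383 UMIs. Levels of a gene in a group of cells are given in CPM, its UMIs scaled to 1000000 UMIs of that group. A count of 3 UMIs corresponded to 0.527 CPM in the small intestine and 0.270 in the spleen. How many mice were pooled for a library is not named in the paper's text. As each tissue had a single library, neither tissues nor clusters were compared with a test. Bounds in brackets are 95% intervals, exact Poisson for UMIs and exact binomial (Clopper-Pearson) for shares of cells, and they cover counting error only.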

We analyzed 1379 small intestinal and 1665 splenic IL-10^eGFP+^ CD4^+^ T cells after quality filtering and normalization. 

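Cells were left out when their log number of UMIs or of genes lay more than 3 median absolute deviations (MAD) below the median of the library, or their mitochondrial share more than 3 MAD above it. This removed 135 cells of the small intestine and 90 of the spleen, of which 127 and 90 had a high mitochondrial share. Cyclone then assigned 61 of the remaining intestinal and 179 of the remaining splenic cells to G2/M, and these were removed. The cells kept were 1278 of the small intestine, with a median of 3696 UMIs, and 1469 of the spleen, with a median of 5397 UMIs, which was 1.46 times as deep. Doublets were not removed in the main setting, and Scrublet called 4 cells in each library, of which 3 per tissue were among the cells kept. Without the filter on quality, 1400 intestinal cells were kept, a number added after seeing the data, and with G2/M cells kept there were 1648 splenic cells. After normalization with pooled size factors, 6250 genes of the small intestine and 7263 of the spleen had a mean count of at least 0.05. Of these, 71 and 126 were HVGs, with a biological variance over 0.05 and a false discovery rate under 0.05.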

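Normalized log-expression values of the HVGs were placed on a *t*-SNE map (perplexity 30) for each tissue by itself, and the cells were clustered on the map with DBSCAN. The paper's text does not name the parameters of DBSCAN. The minimum number of neighbours was therefore set to 10, and the distance to the value with the highest mean silhouette (0.460 in the small intestine and 0.207 in the spleen) among those that left at least 90% of the cells in clusters of at least 1% of the cells. DBSCAN gave 2 clusters in the small intestine and 2 in the spleen. Over 19 other settings, the spleen had more clusters than the small intestine in 7, as many in 9 and fewer in 3. Of the settings with DBSCAN, that with G2/M cells kept gave the most, 5 clusters in each tissue. Without the filter on quality no distance divided the splenic cells, and they were taken as 1 cluster. Communities of a shared nearest neighbour graph on 20 principal components, called graph clusters from here on, numbered 6 and 7. In simulated splenic counts with 1 altered group of 294 cells, both methods returned that group, but the graph clustering also divided the unaltered cells and gave 5 clusters, against 2 from DBSCAN.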

As observed before, the *t*-SNE analysis revealed more distinct clusters amongst IL-10^eGFP+^ CD4^+^ T cells derived from the spleen than from the small intestine (Fig. 1d). In particular, cells from the small intestine separated into 4 different clusters (SI C1-C4), among which the two largest clusters (SI C1 and C2) were relatively similar based on genes that were expressed. 

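Of the intestinal cells, 1088 (85.13%, 83.06 to 87.04) lay in the first DBSCAN cluster and 190 (14.87%, 12.96 to 16.94) in the second. The genes leading each cluster, with the difference in mean log2 expression to the other cluster, were *Ccl5* (4.97), *Gzma* (4.18), *Gzmb* (3.03), *Nkg7* (2.63) and *Plac8* (1.42) in the first and *Capg* (1.34), *Emb* (1.05), *Tmsb10* (1.02), *Smco4* (0.83) and *Ptma* (0.77) in the second. Genes of this kind took part in making the clusters and serve here only to name them. The cluster closest to C1 of the paper in each tissue was taken as the one with the highest mean log2 fold change over 8 genes of Fig. 2b that its text does not discuss (*Ccl5*, *Ccl4*, *Nkg7*, *Sdf4*, *Ehd1*, *Plac8*, *Ctsb* and *Furin*), and is called C1-like. In the small intestine this was the first cluster, with a mean of 1.41. Graph clusters of the small intestine held 328, 249, 184, 181, 175 and 161 cells. The first of them, with 25.7% of the cells, was C1-like, and 176 cells of the second DBSCAN cluster fell into a single graph cluster of 181 cells.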

In the spleen, however, cells segregated into 7 clusters (Sp C1-C7). Furthermore, the number of HVGs was higher in IL-10-producing cells from the spleen compared to the small intestine (Fig. 1e). 

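The first of the 2 DBSCAN clusters of the spleen held 1341 cells (91.29%, 89.73 to 92.68) with a median of 5491 UMIs, and the second 128 (8.71%, 7.32 to 10.27) with a median of 4488. *Tmsb10* (0.83), *H2afz* (0.83), *Izumo1r* (0.74), *Ass1* (0.74) and *Ptma* (0.72) led the first cluster and *Ccl5* (6.04), *Nkg7* (3.20), *Ccl4* (2.84), *Id2* (2.01) and *Plac8* (1.49) the second, with the difference in mean log2 expression to the other cluster in brackets. The second cluster was C1-like, with a mean of 1.90 over the 8 genes. Graph clustering divided the splenic cells into groups of 313, 247, 228, 213, 188, 151 and 129 cells, of which that with 151 cells was C1-like and held 118 of the 128 cells of the second DBSCAN cluster.

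**Figure D1:**
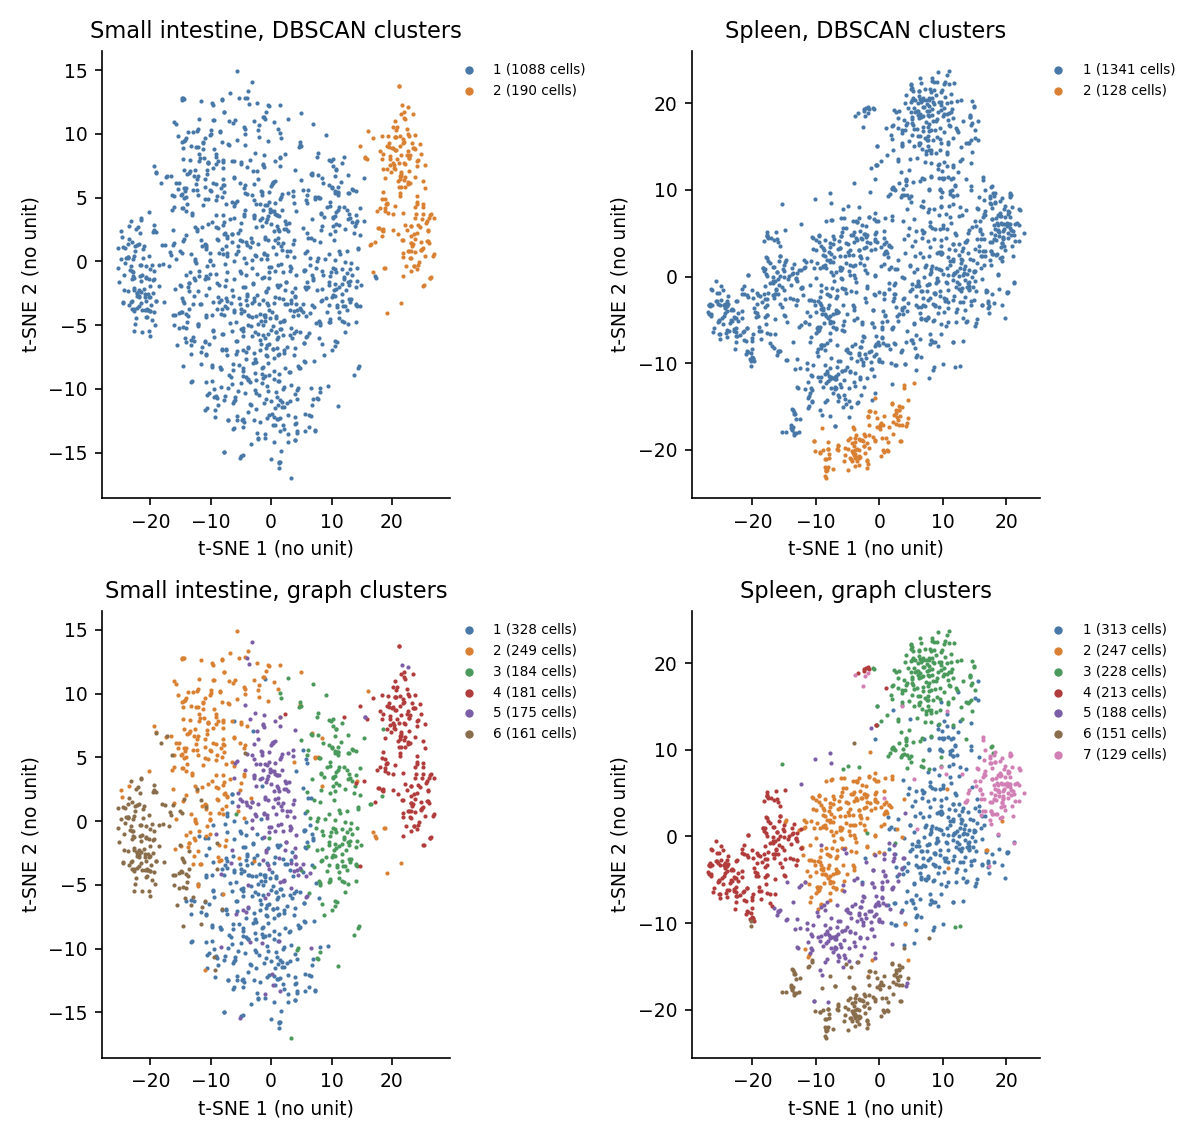
*t*-SNE maps of the cells kept from the small intestine (left) and the spleen (right), 1 point per cell, coloured by DBSCAN cluster (top) and by graph cluster (bottom). The axes have no unit, and the legends give the number of cells per cluster. The 190 cells of the second intestinal cluster stand apart on the map, while the largest splenic cluster, of 1341 cells, spans several graph clusters.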

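HVGs were counted in 100 draws of 100 cells per tissue. The median over draws was 44 ± 7.13 (SD over draws) in the small intestine and 85 ± 16.5 in the spleen, a gap of 41 genes, and this spread covers only the choice of cells. Of all settings, technical variance from Poisson noise moved the medians most, to 207 and 401. Because splenic cells were sequenced more deeply, every cell was thinned at random to 2095 UMIs, and the 128 intestinal and 30 splenic cells with fewer were left out. At this equal depth the medians were 29 ± 5.39 and 40 ± 7.00, a gap of 11. Over 5 further thinnings, added after seeing the data, the gap was 11 to 13. Simulated cells of the same make-up, 20% of them with 200 changed genes, were given the depths of both libraries. Their gap was 11.5 HVGs at their own depth and −0.5 at equal depth.

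**Figure D2:**
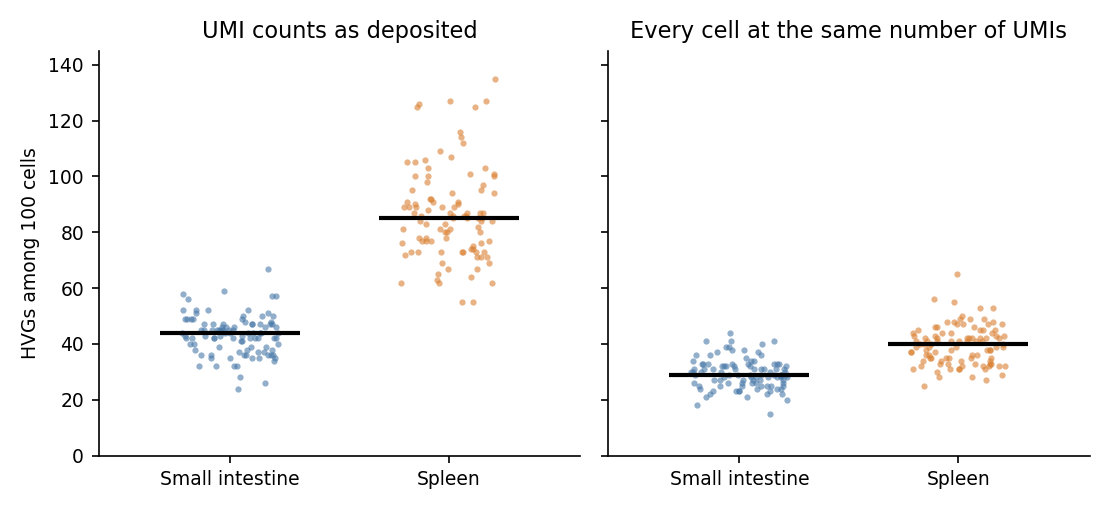
Number of HVGs among 100 cells (y axis) in small intestine and spleen, 1 point per draw of cells, with a bar at the median of the 100 draws. With UMI counts as deposited (left) the medians are 44 and 85, and with every cell at the same number of UMIs (right) 29 and 40.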

A further analysis revealed that both Sp C5 and Sp C4 contained *Foxp3* expressing cells, confirming the transcriptional heterogeneity of Foxp3^+^ T cells (Fig. 1f). 

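So that the genes the text discusses did not define the groups they were compared between, the graph clustering was repeated with 5 intestinal and 11 splenic HVGs left out that the text names, a setting chosen after seeing the data. It gave 5 clusters in the small intestine (350, 342, 255, 185 and 146 cells) and 7 in the spleen (286, 241, 230, 224, 184, 156 and 148 cells), numbered here in this order. *Foxp3* (ENSMUSG00000039521, chromosome X, 7573644 to 7595245), placed like all genes here on GRCm38, had 468 UMIs in the splenic cells, 51.1 CPM (46.6 to 56.0), and 38 in the intestinal cells, 7.55 CPM (5.34 to 10.4). A *Foxp3* UMI was found in 19.1% of splenic and 2.19% of intestinal cells as deposited, and in 7.99% and 1.30% at equal depth. Splenic cluster 4, led by *Tnfrsf9*, *Tnfrsf4* and *Ctla4*, had 140.0 (122 to 160.5) CPM of *Foxp3* and cluster 2, led by *Hmgb2* and *Stmn1*, had 77.0 (66.3 to 89.0). At equal depth, 24.8% (19.2 to 31.0) of the cells of cluster 4 and 13.8% (9.70 to 18.8) of those of cluster 2 had a *Foxp3* UMI, against 54.5% and 41.9% as deposited. The share in the other splenic clusters was 1.10% to 4.90%. An intestinal cluster with *Cd8a* and *Cd8b1* had a *Foxp3* UMI in 0 of 140 cells, which allows up to 2.60%, at a median of 4319 UMIs per cell, against 6176 in splenic cluster 4 and 9334 in cluster 2. The DBSCAN clusters of the spleen did not set the cells with *Foxp3* apart, with 54.7 (49.8 to 59.9) CPM in the first cluster, which held most cells, and 3.20 (up to 11.4) in the C1-like one. In the small intestine, 32 of the 38 *Foxp3* UMIs lay in the second DBSCAN cluster, with 41.9 (28.6 to 59.1) CPM against 1.40 (0.500 to 3.10) in the C1-like one, and 34 in graph cluster 1. At equal depth, 14 of 166 cells of the second and 1 of 984 cells of the C1-like DBSCAN cluster had a *Foxp3* UMI.

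**Figure D3:**
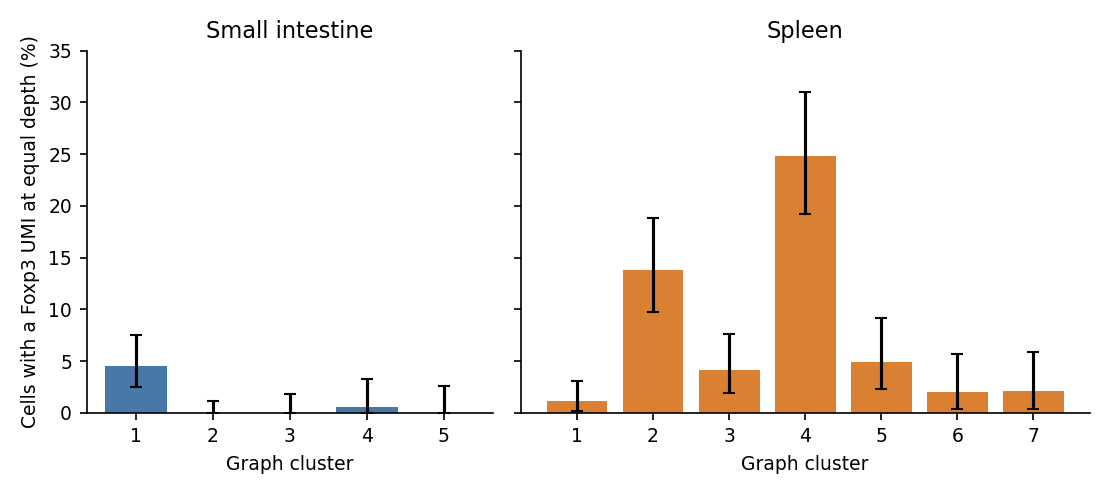
Share of cells with a *Foxp3* UMI at equal depth (y axis, percent) in the graph clusters of the small intestine (left) and the spleen (right) that were made without the genes the text names. Bars are shares and whiskers their exact binomial 95% intervals, and splenic clusters 4 and 2 stand highest with 24.8% and 13.8%.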

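The splenic graph clusters 4 and 2 were compared in CPM. *Ikzf2* (ENSMUSG00000025997, chromosome 1, 69531214 to 69687245) had 479 (444 to 515) in cluster 4 and 208 (190.1 to 227) in cluster 2. *Il2ra* (ENSMUSG00000026770, chromosome 2, 11642807 to 11693193) had 325 (296 to 356) and 222 (203 to 242). For *Ctla4* (ENSMUSG00000026011, chromosome 1, 60887000 to 60915832), 2099 (2026 to 2175) and 2109 (2052 to 2168) differed by less than counting error. *Icos* (ENSMUSG00000026009, chromosome 1, 60977927 to 61000320) had 853 (806 to 901) and 683 (649.9 to 717), and its highest value among the splenic clusters was 1184 (1123 to 1249) in cluster 5, led by *S100a6* and *Nkg7*.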

Interestingly, Sp C5 was defined by high expression of *Ikzf2* (encoding HELIOS) as well as *Il2ra*, *Ctla4*, and *Icos*, which are central hallmarks of Foxp3^+^ Treg cells^31–35^, while these genes were lower in Sp C4 (Supplementary Figure 2). Finally, we observed that the expression of co-inhibitory receptors, which have been shown to be expressed on T_R_1 cells, such as *Lag3, Ctla4*, and *Havcr2* (encoding TIM-3) was different across distinct clusters (Fig. 1f).

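Across the 7 splenic graph clusters, *Lag3* (ENSMUSG00000030124, chromosome 6, 124904361 to 124911705) ranged from 349 (313 to 388) CPM in cluster 3, led by *Klf2* and *Pdcd4*, to 1888 (1810.0 to 1969) in cluster 5. *Ctla4* was lowest in cluster 7, led by *Ncl* and *Eif5a*, with 305 (273 to 341) CPM. *Havcr2* (ENSMUSG00000020399, chromosome 11, 46454935 to 46481255) had 0 UMIs in the 230 cells of cluster 3, which allows up to 3.80 CPM, and its highest level, 149.9 (125 to 179), in the C1-like cluster 6. Over the DBSCAN clusters of the spleen, *Lag3* had 1089.6 CPM in the first and 1912 in the C1-like cluster, and *Havcr2* 28.4 and 156.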

Collectively, these data revealed a remarkable degree of heterogeneity amongst splenic IL-10-producing Foxp3^neg^ CD4^+^ T cells. Thus, it could also be possible that these subpopulations might have different functions: pro- or anti-inflammatory. 

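With every cell that had a *Foxp3* UMI left out, 1189 splenic and 1250 intestinal cells remained. Foxp3+ cells whose *Foxp3* RNA was not captured are still among them. DBSCAN gave 2 clusters in each tissue, of which the smaller splenic one had 21 cells. The median number of HVGs among 100 cells was 75 in the spleen and 43.5 in the small intestine. *Il10* (ENSMUSG00000016529, chromosome 1, 131019845 to 131024974) itself differed between the splenic graph clusters of all cells. It had 109.9 (90.1 to 133) CPM in cluster 3 and 129.9 (109 to 154) in cluster 7, and between 444 and 677 in the others.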

From here on we focused on the identification of cell clusters with an anti-inflammatory phenotype amongst splenic IL-10-producing Foxp3^neg^ CD4^+^ T cells. To identify this cluster, we analyzed the similarity between splenic and small intestinal cell clusters: the potentially hidden regulatory cluster in the spleen might resemble the anti-inflammatory clusters present in the intestine. To this end, we calculated the Spearman correlation coefficient between each cluster from small intestine and spleen (Fig. 2a). SI C1 and Sp C1 had the highest similarity (0.912). 

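Mean normalized expression per cluster was correlated between the tissues over the genes above 0 in both clusters. The coefficient is across genes, which are not independent replicates, so no p-value was computed. Between the C1-like clusters it was 0.9057 over 10174 genes, with an SD of 0.0046 over 100 redraws of the cells. This was the second highest of 4 pairs of DBSCAN clusters, after 0.9109 for the first clusters of both tissues, a difference larger than that SD. Among the 42 pairs of graph clusters, the C1-like pair had 0.8955 and the highest pair, of the intestinal cluster led by *Capg* and *Emb* with the splenic cluster led by *S100a6* and *Lgals1*, had 0.8964, a difference smaller than the SD of 0.0047 over redraws of the cells. The value moved most when DBSCAN was run without the HVGs that the text names, a setting chosen after seeing the data. The C1-like clusters then held 20 and 18 cells, and the coefficient was 0.5943. With technical variance from Poisson noise the C1-like pair was the highest, at 0.9140, but its splenic cluster then held 964 cells. Over only the genes with a mean count of at least 0.05 in both tissues, the C1-like pair was the highest of the DBSCAN pairs, at 0.8631.

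**Figure D4:**
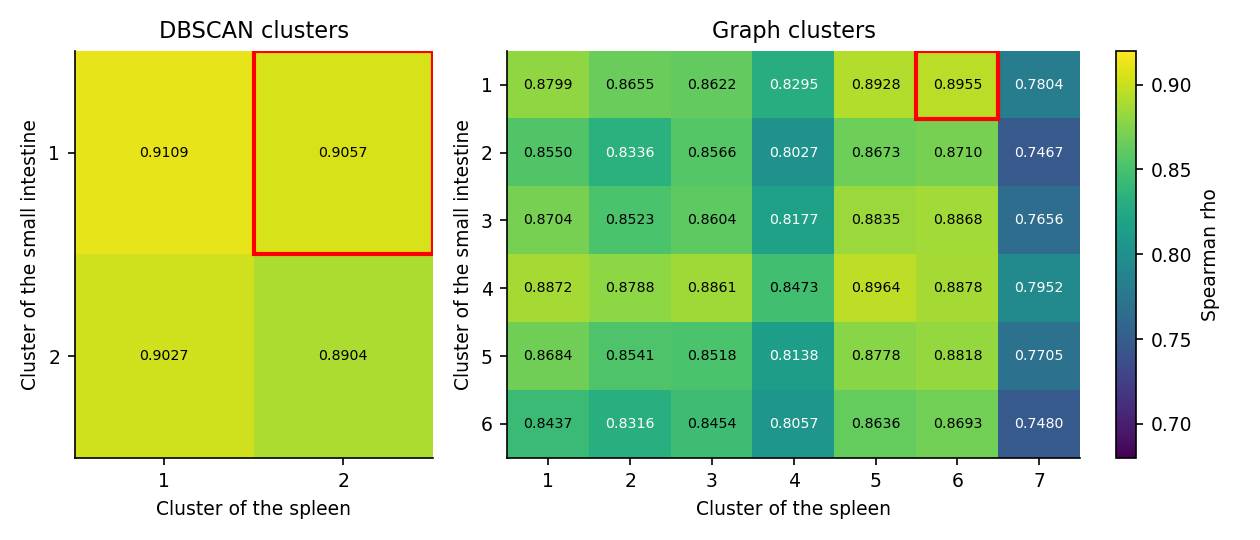
Spearman coefficient between the mean expression of each intestinal cluster (rows) and each splenic cluster (columns), for DBSCAN clusters (left) and graph clusters (right). The colour bar gives the scale, and the red frame marks the C1-like pair, which has 0.9057 on the left and 0.8955 on the right.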

Fold change analysis of genes highly enriched in those clusters, revealed that 35 out of 100 top enriched genes were shared by both clusters (Fig. 2b). 

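Genes were ranked by their log2 fold change averaged over the other clusters of the tissue. Of the top 100 genes of the C1-like DBSCAN clusters, 44 were shared, where random lists from the 5974 genes ranked in both tissues would share 1.57. As both clusters were chosen by the same 8 marker genes, random lists do not give the overlap of unrelated clusters chosen in this way. Of 20 genes that the text or Fig. 2c–f names, 10 were among them, which were *Lag3*, *Ifng*, *Id2*, *Gzmb*, *Serpinb6b*, *Serpinb9*, *Lilr4b*, *Il12rb2*, *Ccl4* and *Ccl5*. The 20 also hold genes that the text names for other splenic clusters (*Foxp3*, *Ikzf2*, *Il2ra* and *Icos*) or for Sp C1 alone (*Havcr2*). *Ccl4* and *Ccl5* were also among the 8 marker genes by which the C1-like clusters were chosen, as were *Nkg7* and *Plac8*, which led both clusters. With library-size factors 14 genes were shared, and with DBSCAN clusters made without the genes the text names 2, the lowest number of any setting. The C1-like graph clusters made without these genes shared 40, of which 11 were among the 20. In the simulated counts, the top 100 of the altered group held only genes that had been raised there, of 118 such genes.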

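*Ifng* (ENSMUSG00000055170, chromosome 10, 118441046 to 118445892) had 382 CPM in the C1-like DBSCAN cluster of the small intestine against 200.2 in the other cells, a log2 ratio of 0.93 (0.69 to 1.18). In the spleen it had 242 against 46.7, a log2 ratio of 2.37 (2.09 to 2.64). For *Il10* the log2 ratio was 0.10 (−0.05 to 0.25) in the small intestine, not detectable beyond counting error, and 0.27 (0.11 to 0.42) in the spleen. Between C1-like graph clusters made without these genes and the other cells, the intestinal and splenic log2 ratios were 0.81 (0.67 to 0.94) and 2.49 (2.23 to 2.74) for *Ifng* and 0.52 (0.41 to 0.63) and 0.18 (0.04 to 0.32) for *Il10*. With graph clusters at equal depth, a setting chosen after seeing the data, the intestinal log2 ratio of *Ifng* was −0.64. With the 3 doublets of each tissue removed, the splenic C1-like cluster had 37 cells, and its log2 ratios were −0.42 (−1.74 to 0.64) for *Ifng*, not detectable beyond counting error, and −0.40 (−0.81 to −0.02) for *Il10*. *Ifng* was in the top 100 of both tissues with the DBSCAN clusters of the main setting and with the graph clusters made without the named genes, and *Il10* with neither.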

Amongst these, we found cytokine-encoding genes, such as *Ifng* and *Il10* (Figs. 1f and 2b, c). High *Il10* expression was accompanied by high expression of *Maf*, which is a crucial transcription factor for *Il10* expression^36^. 

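*Maf* (ENSMUSG00000055435, chromosome 8, 115682942 to 115707794) was lower in the C1-like DBSCAN cluster of the small intestine than in the other cells, with a log2 ratio of −0.55 (−0.69 to −0.41), and higher in that of the spleen, with 0.55 (0.42 to 0.68). The splenic cluster had 864 CPM and the intestinal cluster 489. Both values changed their direction when DBSCAN was run without the HVGs that the text names, to 0.85 and −0.48, with C1-like clusters of 20 and 18 cells. For graph clusters made without the named genes, the log2 ratio was −0.01 (−0.14 to 0.11) in the small intestine, where no difference was detectable, and 0.34 (0.22 to 0.47) in the spleen.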

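*Id2* (ENSMUSG00000020644, chromosome 12, 25093799 to 25097140) had 2226 CPM in the intestinal C1-like DBSCAN cluster and 1639 in the other intestinal cells, and 1751 and 357 in the spleen. The log2 ratios were 0.44 (0.36 to 0.53) and 2.29 (2.19 to 2.39). They were 0.46 (0.40 to 0.51) and 2.16 (2.06 to 2.26) for graph clusters made without the genes the text names. With doublets removed, the splenic C1-like cluster was another one, of 37 cells. Its value was 0.32 (−0.002 to 0.63), and no difference was detectable.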

*Id2* was also very highly expressed by both clusters and has already been linked to the maintenance of regulatory T cells^37,38^ (Fig. 2b, d). Besides secretion of IL-10, granzyme secretion is another important suppressive mechanism of human and mouse T_R_1 cells^39,40^. 

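*Gzmb* (ENSMUSG00000015437, chromosome 14, 56258838 to 56262260) had 60902 UMIs in the 1088 cells of the intestinal C1-like DBSCAN cluster, 14261 CPM, and 1861 UMIs in the 128 cells of the splenic one, 2941 CPM. The log2 ratio to the other cells was 2.25 (2.19 to 2.31) in the small intestine and 1.71 (1.63 to 1.78) in the spleen. Removing doublets took out 3 splenic cells. The splenic clustering then had a mean silhouette of −0.035, and its C1-like cluster held 37 cells. There the value was −3.03, the opposite direction. The markers *Ccl4* and *Ccl5* had −2.92 and 1.92 there, against 3.08 and 5.43 in the main setting. The value is thus not for the same cells as in the main setting. As *Gzmb* was an HVG of both tissues and helped to make those clusters, the graph clusters made without it were compared too, which gave 0.45 (0.42 to 0.47) and 2.02 (1.96 to 2.09).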

Interestingly, *Gzmb* was indeed one gene defining both clusters (Fig. 2b, e). 

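*Serpinb6b* (ENSMUSG00000042842, chromosome 13, 32965209 to 32979067) and *Serpinb9* (ENSMUSG00000045827, chromosome 13, 33003250 to 33017957) lie next to each other on the same chromosome. In the intestinal C1-like DBSCAN cluster, their log2 ratios to the other cells were 1.78 (1.61 to 1.96) and 2.34 (1.96 to 2.74), and in the splenic one 1.84 (1.67 to 2.02) and 1.90 (1.58 to 2.21). Graph clusters made without either gene gave 0.51 (0.43 to 0.59) and 0.73 (0.59 to 0.87) in the small intestine and 1.86 (1.70 to 2.02) and 2.08 (1.80 to 2.37) in the spleen. With doublets removed, the splenic C1-like cluster held 37 cells. Its values were 0.25 (−0.30 to 0.74) and 0.39 (−0.625 to 1.24), and no difference was detectable.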

Concurrent with the high expression of *Gzmb*, both SI C1 and Sp C1 were defined by high expression of *Serpinb6b* and *Serpinb9* (Fig. 2b, e). *Serpinb* proteins have been demonstrated to be essential to protect granzyme B-secreting regulatory T cells from self-inflicted damage^41,42^. Also, *Lilrb4* has been linked with regulatory functions in T cells and other immune cell subsets, even though much less understood^43–45^, and was more highly expressed in Sp C1 and SI C1 compared to other clusters (Fig. 2b, e). 

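The files list no *Lilrb4* but a pair of near-identical genes, *Lilrb4a* (ENSMUSG00000062593) and *Lilr4b* (ENSMUSG00000089672). The annotation gives the first identifier a span on chromosome 10 from 51480612 to 51496613 that covers both genes, and it does not hold the second, so how the reads were divided between them is not known. Against the other cells of the small intestine, the C1-like DBSCAN cluster had log2 ratios of 0.45 (0.22 to 0.69) for *Lilrb4a* and 0.73 (0.52 to 0.95) for *Lilr4b*. In the spleen they were 1.74 (1.40 to 2.07) and 1.91 (1.52 to 2.29). With the graph clusters made without them, the values were 0.38 (0.22 to 0.53) and 0.54 (0.41 to 0.67) in the small intestine and 1.99 (1.68 to 2.28) and 1.94 (1.58 to 2.29) in the spleen. With doublets removed, the splenic C1-like cluster held 37 cells. Its values were 0.025 (−1.196 to 1.015) and 0.654 (−0.487 to 1.597), not detectable beyond counting error.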

Finally, we found that both Sp C1 and SI C1 were characterized by high expression of *Lag3*, *Ccr5*, *Ctla4, Il12rb2*, and *Tnfrsf18* (Fig. 1f, Fig. 2b, f). 

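In the intestinal C1-like DBSCAN cluster, *Lag3* had 2596 CPM and a log2 ratio to the other cells of 0.86 (0.77 to 0.95). The splenic cluster had a log2 ratio of 0.81 (0.72 to 0.90). *Il12rb2* (ENSMUSG00000018341, chromosome 6, 67291318 to 67376188) had 2.71 (2.11 to 3.37) and 1.74 (1.33 to 2.13). *Tnfrsf18* (ENSMUSG00000041954, chromosome 4, 156026164 to 156028895) was higher in both, with 0.36 (0.22 to 0.50) and 0.26 (0.13 to 0.38). *Ctla4* was lower in the intestinal cluster, with −0.31 (−0.40 to −0.22), and higher in the splenic one, with 0.13 (0.03 to 0.22). The intestinal value of *Ctla4* changed its direction with graph clusters, to 0.32. The splenic value did so with doublets removed, to −0.30, in a C1-like cluster of 37 cells. With graph clusters made without the named genes, all 4 genes were higher in both C1-like clusters, from 0.27 for *Ctla4* to 1.07 for *Il12rb2* in the small intestine and from 0.10 to 1.66 for the same genes in the spleen. With graph clusters at equal depth, the intestinal log2 ratio of *Lag3* was −0.11.

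**Figure D5:**
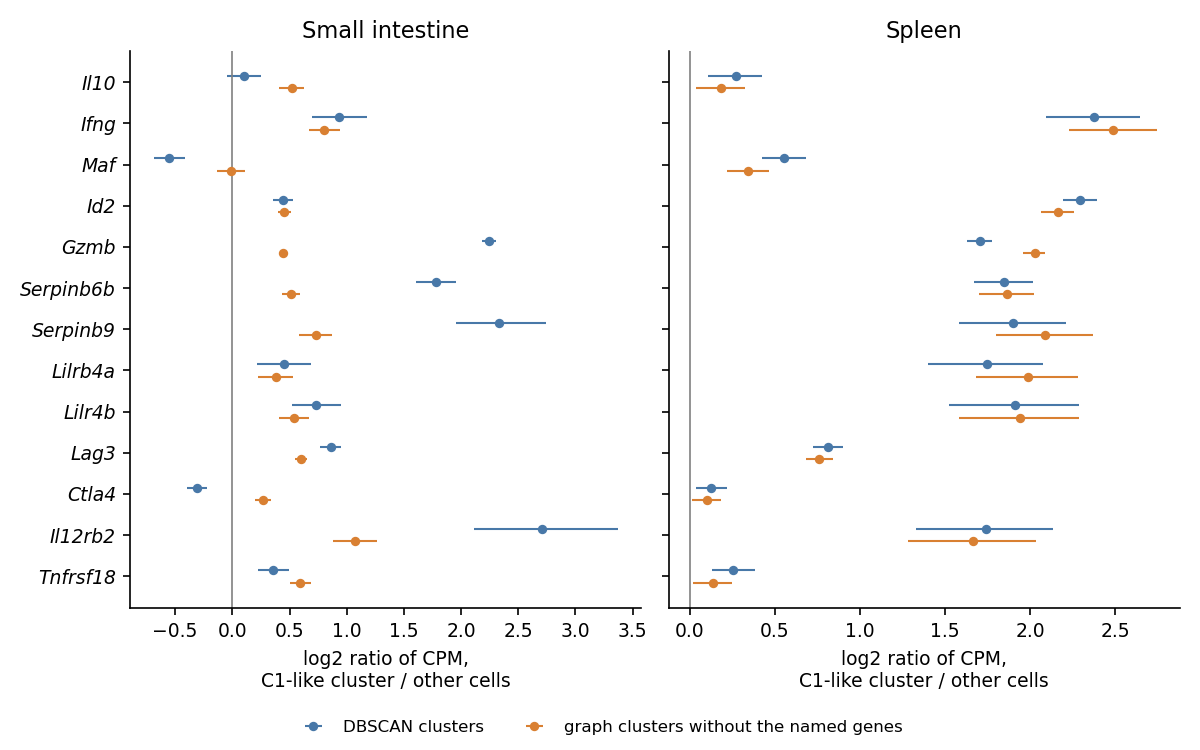
Log2 ratio of CPM between the C1-like cluster and the other cells of the tissue (x axis) for 13 genes, in small intestine (left) and spleen (right). Points are ratios and lines exact 95% intervals for counting error, in blue for DBSCAN clusters and in orange for graph clusters made without the named genes. *Maf* and *Ctla4* lie left of 0 for the intestinal DBSCAN cluster, at −0.55 and −0.31.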

LAG-3, CTLA4, and CCR5 are known surface markers of T_R_1 cells^11,12^ and IL12Rβ2^46,47^ and GITR (encoded by *Tnfrsf18*) play a key role in inducing regulatory cells and their function^48–50^.

**Fig. 2:**
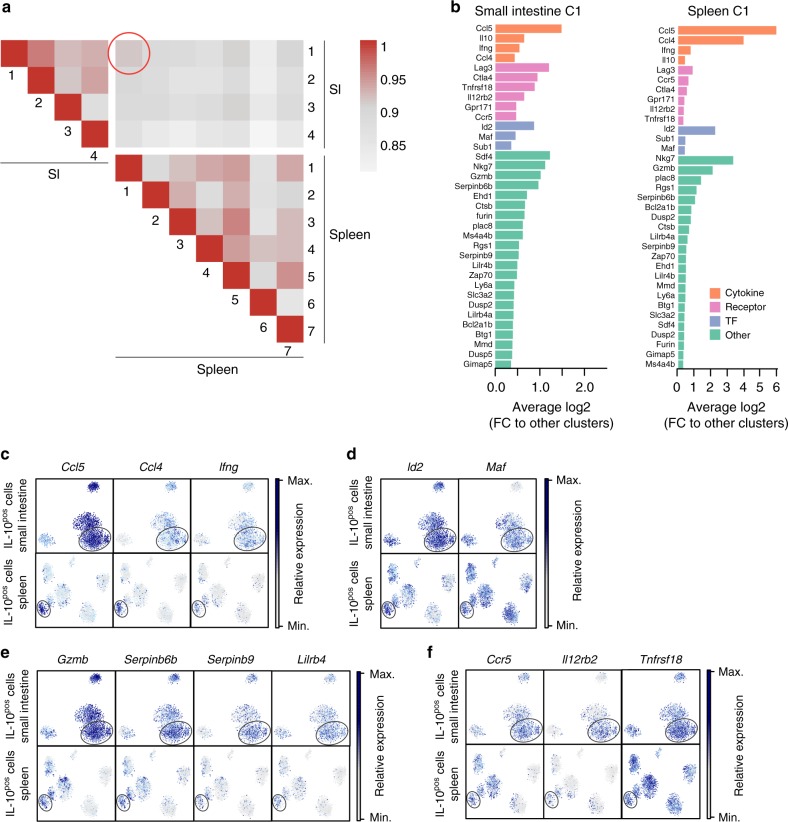
Splenic IL-10-producing CD4^+^ T cells contain a regulatory cluster. **a** Spearman correlation coefficient between each cluster from small intestine and spleen. **b** Fold change analysis of genes enriched in indicated clusters compared to other clusters that were amongst the 100 most enriched genes. **c** Expression of indicated genes encoding cytokines and chemokines. **d** Expression of indicated genes encoding transcription factors. **e** Expression of indicated genes encoding other factors. **f** Expression of indicated genes encoding surface receptors

Taken together, IL-10-producing Foxp3^neg^ CD4^+^ T cells are a transcriptionally heterogeneous cell population. Furthermore, one cluster of splenic IL-10-producing Foxp3^neg^ CD4^+^ T cells resembled the main cluster seen in the small intestine, and it is characterized by expression of genes associated with T_R_1 cell biology.

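Of 13 genes that the text names as high in both clusters, with *Lilrb4* taken as its copies, 10 were higher in the C1-like DBSCAN cluster of both tissues beyond counting error. In the small intestine 10 were higher and 2 lower, with a median log2 ratio of 0.73, and in the spleen all 13 were higher, with a median of 1.74. The number higher in both tissues was 12 with graph clusters made without these genes and 6 with graph clusters at equal depth. It was 2 with doublets removed, where the splenic C1-like cluster held 37 cells. With DBSCAN clusters made without these genes it was 1. From the correlation between the clusters, the genes they share and the known roles of these genes in T_R_1 cells, the paper concludes that 1 splenic cluster resembles the main intestinal cluster and carries genes of T_R_1 cell biology.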

### Co-inhibitory receptors identify a regulatory subpopulation

We aimed to further test, if splenic IL-10-producing Foxp3^neg^ CD4^+^ T cells are a functionally heterogeneous population of cells. To this end, we had to be able to isolate the candidate suppressive population/s of cells. Notably, among the HVGs previously described, we found genes encoding for co-inhibitory receptors and other T_R_1 cell associated surface markers. For instance, *Lag3* and *Ccr5* were highly expressed in both Sp C1 and SI C1 (Fig. 2b, f). Additionally, *Havcr2* (encoding TIM-3) was highly expressed by cells in Sp C1 (Fig. 1f; Supplementary Figure 2). Thus, we analyzed whether the simultaneous expression of several surface molecules allows the isolation of cells enriched in the Sp C1 population. 

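*Lag3* was among the HVGs of both tissues. Of the genes named in the text, the HVGs of the small intestine held 5 (*Ctla4*, *Gzmb*, *Id2*, *Lag3* and *Serpinb6b*) and those of the spleen 11 (*Ctla4*, *Gzmb*, *Icos*, *Id2*, *Ifng*, *Ikzf2*, *Il10*, *Lag3*, *Maf*, *Serpinb6b* and *Tnfrsf18*). In graph clusters made without the named genes, *Lag3* had 1828 CPM in the splenic C1-like cluster and 1079 in the other splenic cells, and 3196 and 2108 in the small intestine.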

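The 128 cells of the splenic C1-like DBSCAN cluster held 99 *Havcr2* UMIs and the other 1341 splenic cells 242. The log2 ratio of CPM was 2.46 (2.11 to 2.80), and 2.52 (2.19 to 2.84) for the graph cluster made without the named genes. With doublets removed, the splenic C1-like cluster had 37 cells and 0 *Havcr2* UMIs, which allows up to 23.9 CPM, against 38.0 CPM in the other cells, the opposite direction. At equal depth, 23.3% (16.8 to 30.9) of the cells of that graph cluster had a *Havcr2* UMI, against 37.2% as deposited. Cluster 3, with a median of 3856 UMIs per cell against 4571, had none in 220 cells at equal depth, which allows up to 1.70%.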

First we confirmed that co-inhibitory receptors (i.e. LAG-3, TIGIT, TIM-3, and PD-1) and T_R_1 associated surface markers (i.e. CD49b and CCR5) were most abundantly expressed by IL-10-producing Foxp3^neg^ CD4^+^ T cells compared to IL-10 negative T cells. Second, we found in all analyzed organs and models that some of the IL-10-producing Foxp3^neg^ CD4^+^ T cells were negative for co-inhibitory markers (Supplementary Figure 3). Then, in order to visualize the complexity of this multi-parameter analysis we used *vi*SNE analysis^51^. We found that the expression of the analyzed markers varied drastically across IL-10-producing Foxp3^neg^ CD4^+^ T cells within one and different tissues (Fig. 3a, blue circle). However, we consistently identified a subpopulation that contained cells enriched for all co-inhibitory receptors and the other surface molecules tested. From here on we refer to this IL-10-producing Foxp3^neg^ CD4^+^ T cells as co-inhibitory receptor (CIR) rich population. Interestingly, one major difference between the analyzed tissues was the frequency of CIR rich CD4^+^ T cells. While in the small intestine of anti-CD3 treated animals more than half of the analyzed cells were CIR rich, these cells represented a minority in the spleen, where only 10% of them were found (Fig. 3a, right panel). Furthermore, we confirmed our findings under steady state conditions in small intestine and during *P. berghei* infection, a model of Malaria^52^, in spleen and liver (Fig. 3b, c).

**Fig. 3:**
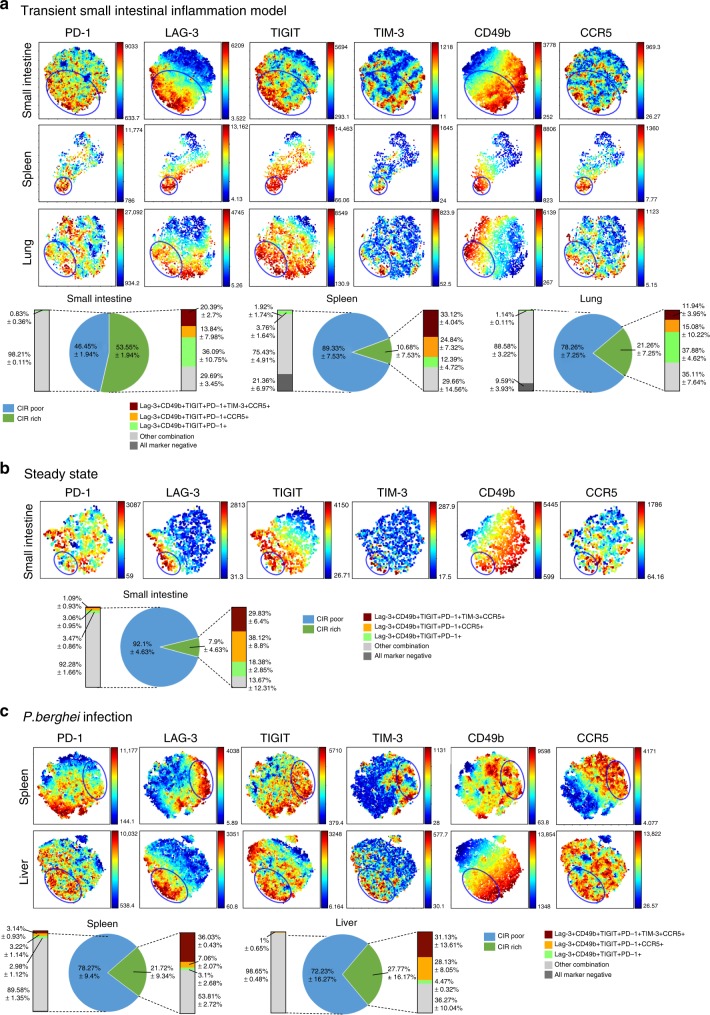
CIR identify regulatory IL-10-producing CD4^+^ T cells. *vi*SNE analysis of IL-10^pos^ Foxp3^neg^ CD4^+^ T cells. Clustering is based on MFI of PD-1, LAG-3, TIGIT, TIM-3, CD49b, and CCR5. Blue circle indicates co-inhibitory receptor rich (CIR rich) region. **a** Analysis of cells from small intestine, spleen, and lung of aCD3-treated IL-10^eGFP^ Foxp3^mRFP^ double reporter mice (*n* = 4). Data are representative of two independent experiments. **b** Analysis of untreated IL-10^eGFP^ Foxp3^mRFP^ double reporter mice (*n* = 3). Data are representative of three independent experiments. **c** Analysis of *P. berghei* infected IL-10^eGFP^ Foxp3^mRFP^ double reporter mice (*n* = 3). Data are representative of two independent experiments

Thus, using a multi-parameter analysis we identified a subpopulation of IL-10-producing Foxp3^neg^ CD4^+^ T cells, which express simultaneously several IL-10 associated markers across different tissues and mouse models.

### CIR rich cells are suppressive

Next, we tested whether IL-10-producing Foxp3^neg^ CIR rich CD4^+^ T cells have a distinct function from IL-10-producing Foxp3^neg^ CIR poor cells. To this end, we had to be able to isolate these CIR rich and CIR poor cells from spleens of anti-CD3 treated or *P. berghei* infected IL-10^eGFP^ Foxp3^mRFP^ double reporter mice and then tested their suppressive capacity. Since *vi*SNE cannot be used for FACS sorting, we assessed the specificity and sensitivity of different sets of markers to isolate CIR rich cells. The result of this analysis showed that among several combinations of markers, the co-expression of IL-10^eGFP^, CD49b, and LAG-3 had the highest sensitivity and still a specificity of over 90% for detecting CIR rich cells. We also tested whether high IL-10 expression is sufficient to identify IL-10-producing Foxp3^neg^ CIR rich CD4^+^ T cells. However, this had the lowest sensitivity and specificity among all the combinations of markers tested (Supplementary Figure 4A and B).

After having established the use of CD49b/LAG-3/IL-10 as the most efficient gating strategy, we then FACS-sorted splenic CIR rich and CIR poor cells (Supplementary Figure 5) from both anti-CD3 treated and *P. berghei* infected mice and tested their suppressive capacity in vitro. We found that CIR rich cells had a high in vitro suppressive capacity in contrast to CIR poor cells (Fig. 4a, b). There was a correlation, by trend and in some organs, between IL-10 expression and CIR rich cells (Supplementary Figure 4C). Therefore, in order to assess whether differences in IL-10 production might account for the different suppressive activity we did two additional experiments. We performed an in vitro suppressive experiment using CIR rich and CIR poor cells isolated from liver of *P. berghei* infected mice: In this organ the IL-10^eGFP^ MFI among CIR rich and CIR poor is equal (Supplementary Figure 4C). Also in this case, CIR rich cells had a superior in vitro suppressive capacity compared to IL-10-producing Foxp3^neg^ CIR poor cells (Supplementary Figure 4D). Furthermore, we performed in vitro suppressive assays comparing IL-10^intermediate^ CIR rich with IL-10^intermediate^ CIR poor cells isolated form the spleen of the anti-CD3 treated mice in order to assure that we analyze populations with equal IL-10 production. We found that also the IL-10^intermediate^ CIR rich had a higher suppressive capacity compared to CIR-poor cells (Supplementary Figure 4E).

**Fig. 4:**
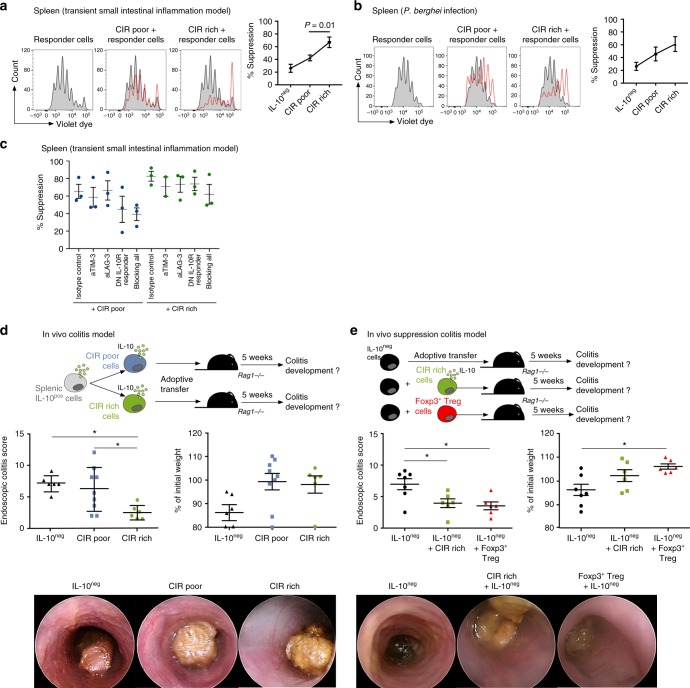
CIR rich CD4^+^ T cells have a high suppressive capacity. **a** In vitro suppression of co-inhibitory receptor rich (CIR rich) and co-inhibitory receptor poor (CIR poor) IL-10^pos^ Foxp3^neg^ CD4^+^ T cells isolated from spleen of aCD3-treated IL-10^eGFP^ Foxp3^mRFP^ double reporter mice. Representative histograms of five independent experiments, a paired *T-*test was used to calculate significance. **b** In vitro suppression of CIR rich and CIR poor IL-10^pos^ Foxp3^neg^ CD4^+^ T cells isolated from spleen of *P. berghei* infected IL-10^eGFP^ Foxp3^mRFP^ double reporter mice. Representative histograms of four independent experiments. **c** In vitro suppression of CIR rich and CIR poor IL-10^pos^ Foxp3^neg^ CD4^+^ T cells isolated from spleen of aCD3-treated IL-10^eGFP^ Foxp3^mRFP^ reporter mice. TIM-3 and LAG-3 were blocked using blocking antibodies. To block IL-10 receptor signaling responder T cells were isolated from IL-10R dominant negative mice (DN IL-10R Responder). Results are cumulative of three independent experiments. **d** CIR rich and CIR poor IL-10^pos^ Foxp3^neg^ CD4^+^ T cells and IL-10^neg^ CD4^+^ T cells were isolated from spleen of aCD3-treated IL-10^eGFP^ Foxp3^mRFP^ double reporter mice. Cells were transferred into lymphopenic hosts and colitis development was assessed by weight loss and endoscopic colitis score 5 weeks upon transfer (IL-10^neg^ *n* = 6; CIR poor *n* = 9; CIR rich *n* = 6; lines indicate mean±SEM). Results are cumulative of three independent experiments. One-way ANOVA (post-test Tukey) was used to calculate significance (*p < 0.05). **e** CIR rich IL-10-producing Foxp3^neg^ CD4^+^ T cells, IL-10^neg^ CD4^+^ T cells and Foxp3^+^ Treg cells were isolated from spleen of aCD3-treated IL-10^eGFP^ Foxp3^mRFP^ double reporter mice. IL-10^pos^ CIR rich or Foxp3^+^ Treg cells were co-transferred with IL-10^neg^ CD4^+^ T cells and colitis development was assessed by weight loss and endoscopic colitis score 5 weeks upon transfer (IL-10^neg^ *n* = 7; IL-10^neg^ + CIR rich *n* = 6; IL-10^neg^ + Foxp3^+^ Treg *n* = 6; lines indicate mean±SEM). Results are cumulative of three independent experiments. One-way ANOVA (post-test Tukey) was used to calculate significance (*p < 0.05)

We next wondered whether CIR rich and CIR poor cells differed only in their suppressive activity or also in the mechanisms of function. Due to the co-expression of several co-inhibitory receptors, we hypothesized that CIR rich cells have a large portfolio of regulatory mechanisms (e.g. co-inhibitors receptor). Indeed, we found that blockage of either LAG-3, or TIM-3 or IL-10 receptor signaling alone only slightly affected the suppressive capacity of CIR rich cells. However, blocking all three, LAG-3, TIM-3, and IL-10 receptor signaling, reduced the suppressive capacity of CIR rich cells to the level of CIR-poor cells (Fig. 4c).

We then divided the splenic IL-10-producing Foxp3^neg^ CD4^+^ T cells, which promoted colitis when transferred as one population in *Rag1* deficient mice (Fig. 1a–c), into CIR rich and CIR poor cells and tested their pathogenicity in vivo. CIR rich cells were indeed non-pathogenic, while CIR poor cells induced moderate to severe colitis (Fig. 4d). As control, we used IL-10^neg^ CD4^+^ T cells, which induced severe colitis as expected. To finally test the suppressive capacity of CIR rich cells, we co-transferred these cells together with IL-10^neg^ CD4^+^ T cells into lymphopenic hosts (Fig. 4e). CIR rich cells were able to prevent intestinal disease to a similar extent as Foxp3^+^ Treg cells (Fig. 4e). Additionally, we tested if the anti-colitogenic effect of CIR cells was dependent on IL-10. To this end, we co-transferred CIR cells with IL-10^neg^ CD4^+^ T cells isolated from either wild type or transgenic mice with T-cell specific over expression of a dominant negative IL-10Rα (IL-10R^impaired^), in which IL-10 signaling is largely impaired^29^. In this case, CIR rich failed to supress disease mediated by effector T cells with impaired IL-10 signaling (Supplementary Figure 6A). These data indicate that the suppressive capacity of CIR cells during colitis depends on IL-10.

Finally, to investigate why CIR poor cells were pathogenic (Fig. 4d), we tested their stability. We found that CIR poor cells lose the expression of IL-10 upon in vitro re-stimulation, while CIR rich cells retained the expression of IL-10 (Supplementary Figure 6B). Thus CIR poor cells have a less stable phenotype compared to CIR rich cells.

In summary, we demonstrated that only a subpopulation of splenic IL-10-producing Foxp3^neg^ CD4^+^ T cells has anti-inflammatory function. This subpopulation is characterized by the co-expression of co-inhibitory receptors and is present across different organs and disease models. It relies on several mechanisms of suppression, but IL-10 is fundamental during colitis. Thus, these data support the hypothesis that IL-10-producing Foxp3^neg^ CD4^+^ T cells are a functionally heterogeneous population of cells.

### Transcriptional program of CIR rich CD4^+^ T cells

Our data suggest that non-regulatory CD4^+^ T cells also express IL-10. Thus, the transcription factors regulating *Il10* expression might be necessary but not sufficient to define regulatory IL-10-producing Foxp3^neg^ CD4^+^ T cells. Therefore, to go beyond the transcriptional factors regulating the expression of *Il10*, we profiled the transcriptome of regulatory CIR rich cells. As control, we used CIR poor cells and IL-10 negative Foxp3^neg^ CD4^+^ T cells isolated from the spleens of the same animals. CIR cells were FACS-sorted as LAG-3, CD49b, and IL-10^eGFP High^ triple positive, while IL-10-producing Foxp3^neg^ CIR poor CD4^+^ T cells were IL-10^eGFP High^ cells not co-expressing LAG-3 and CD49b as shown in Supplementary Figure 5. As expected, we found a high number of genes (1051) differentially expressed between IL-10-producing CIR rich CD4^+^ T cells and IL-10^neg^ cells (Fig. 5a). The expression of *Il10* and most T_R_1 related surface receptors and markers was highly increased in CIR rich cells compared to IL-10^neg^ cells (Fig. 5b). Also, genes encoding transcription factors previously linked with the development of T_R_1 cells such as *Prdm1*, *Maf*, *Nfil3*, *Ahr*, and *Rora* were significantly more expressed in CIR rich cells compared to IL-10^neg^ cells (Fig. 5b). In contrast, between CIR rich and CIR poor cells only 174 genes were differentially expressed (Fig. 5a). The expression of IL-10 related transcription factors was unaltered between CIR rich and CIR poor cells, even though the expression of *Il10* was slightly higher in CIR rich cells (Fig. 5b). We therefore approached this through an unsupervised analysis. We found 11 genes encoding transcription factors with expression that was higher and 10 where it was lower in CIR rich compared to CIR poor cells. We confirmed the expression pattern of some of these factors by qPCR (Fig. 5c). Amongst transcription factors that were more highly expressed, several have been linked to cell cycle and proliferation such as *E2f1*, *Zbtb16*, and *Mybl2*, indicating a more proliferative state of CIR rich compared to CIR poor cells^53–55^. This data might also suggest that CIR rich cells have a different activation status than CIR poor cells. We therefore analyzed the expression of common activation markers of CIR rich and CIR poor in the scRNA-seq data set. However, we could not detect a distinct expression pattern of activation markers. Furthermore, we showed that CIR rich and CIR poor cells have similar CD62L and CD44 protein expression (Supplementary Figure 7). Thus, our data disprove a significant difference in the activation status between CIR poor and rich cells, but rather suggest a different proliferative status.

**Fig. 5:**
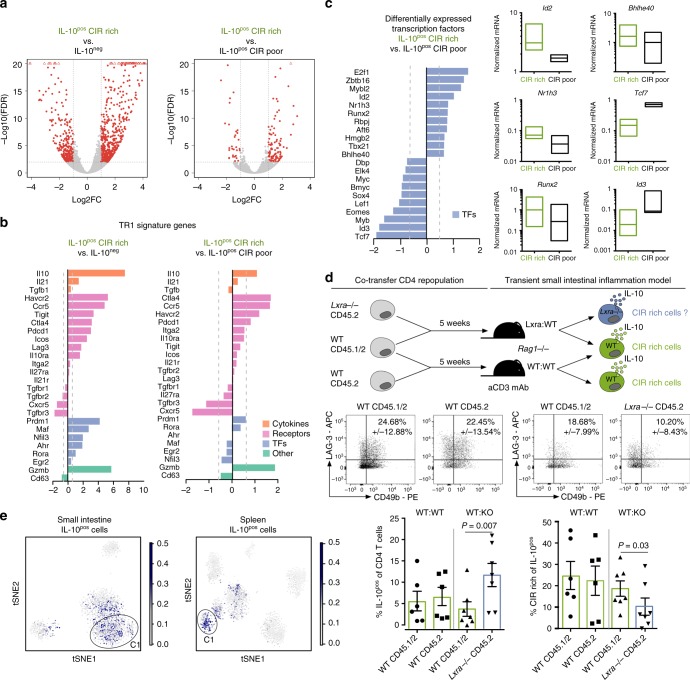
CIR rich CD4^+^ T cells have a distinct transcriptional program. **a** Volcano plots of bulk RNA sequencing data of indicated populations (IL-10^pos^ CIR rich *n* = 2; IL-10^pos^ CIR poor *n* = 2; IL-10^neg^ *n* = 2). **b** Expression of known T_R_1 signature genes comparing IL-10^pos^ CIR rich with IL-10^neg^ and IL-10^pos^ CIR rich with IL-10^pos^ CIR poor. **c** Differentially expressed transcription factors between IL-10^pos^ CIR rich and IL-10^pos^ CIR poor. mRNA expression of indicated genes normalized to *Hprt* from at least three independent experiments (separated low-high, line represents median). **d** CD4^+^ T cells isolated from *Lxrα*-/- CD45.2 and wildtype CD45.2 mice were co-transferred with wildtype CD4^+^ T cells (CD45.1/2) into lymphopenic hosts. Animals (WT:KO *n* = 7; WT:WT *n* = 6) were treated with aCD3 antibodies 5 weeks upon transfer and cells were isolated from small intestine. Results are cumulative of two independent experiments. A Wilcoxon test was used to calculate significance. **e** Correlation between genes significantly higher expressed in IL-10^pos^ CIR rich versus IL-10^pos^ CIR poor cells and expression pattern of scRNA-seq data

In addition, *Id2*, a factor that we found to be highly expressed in both Sp C1 and SI C1 in the single cell sequencing data set (Fig. 2b, d), was also amongst the transcription factors highly expressed in CIR rich cells (Fig. 5c). Another intriguing transcription factor selectively expressed in CIR rich cells was *Nr1h3* (Fig. 5d), encoding for Liver X receptor α (LXRα). LXRα has already been described in macrophages as inhibiting pro-inflammatory pathways; furthermore, new evidence shows that LXR activation can induce Foxp3^+^ regulatory T cells with superior suppressive function^56–59^. Consequently, to prove that our sequencing analysis identified relevant transcription factors for the biology of IL-10-producing Foxp3^neg^ CIR rich CD4^+^ T cells, we tested the function of LXRα. To this end, we co-transferred CD4^+^ T cells from *Lxrα*-/- mice together with congenic wild-type CD4^+^ T cells into lymphopenic hosts (gating strategy displayed in Supplementary Figure 8). This co-transfer approach helped to discriminate between cell intrinsic and extrinsic effects. After re-population of the recipients with CD4^+^ T cells we induced IL-10-producing T cells by treating the animals with anti-CD3 antibodies. Of note, the overall IL-10 production by *Lxrα*-/- CD4^+^ T cells was not reduced but it even increased. However, we found significantly less IL-10-producing Foxp3^neg^ CIR rich CD4^+^ T cells, identified for simplicity as CD49b and LAG-3 co-expressing cells, among the *Lxrα*-/- CD4^+^ T cells compared to wild type CD4^+^ T cells (Fig. 5d). These data indicate that LXRα indeed does not inhibit the development of IL-10-producing Foxp3^neg^ CD4^+^ T cells, but may affect the biology of IL-10-producing Foxp3^neg^ CIR rich CD4^+^ T cells within those (Fig. 5d).

Finally, we wanted to test which subpopulations of IL-10-producing Foxp3^neg^ CD4^+^ T cells identified by single-cell sequencing express the gene signature of CIR rich T cells identified by bulk RNA sequencing. To this end, we correlated the expression pattern of each cell from the scRNA-seq analysis with the expression pattern of CIR rich cells (Fig. 5e). We observed that cells in Sp C1 and SI C1/C2 showed higher correlation to the gene signature of CIR rich cells (Fig. 5e). This result further corroborates our previous findings that these clusters are enriched for CIR rich cells (Fig. 1f). Moreover, this analysis enabled us to link the CIR rich cells, identified by the expression of surface molecules, with clusters of cells that we identified using scRNA-seq analysis.

In summary, we identified the transcriptional program of regulatory CIR rich cells which goes beyond the regulation of IL-10.

### Deficiency of CIR rich CD4^+^ T cells in IBD

We next aimed to translate these findings into human biology. To that end we performed scRNA-seq analysis of IL-10-producing CD4^+^ T cells isolated from the blood (PBMCs) of three healthy donors. After quality control, cell cycle filtering and normalization, we analyzed 4438 IL-10-producing T cells pooled from donor 1 and donor 2. Moreover, we tested 5171 cells form a 3^rd^ donor and in this case we also included CD25^high^ CD127^low^ CD4^+^ T cells as control. This is a cell population, which is indeed known to be functionally heterogeneous^6^. Using *t*-SNE analysis, we identified 3 and 2 different clusters among IL-10-producing CD4^+^ T cells from donor 1/2 and donor 3, respectively (Fig. 6a). Moreover, using the analysis of donor 3, we observed that IL-10-producing CD4^+^ T cells are very distinct from CD25^high^ CD127^low^ CD4^+^ T cells. As expected^6^ these cells formed even more clusters than IL-10-producing CD4^+^ T cells (Fig. 6a and Supplementary Figure 9A). The formation of at least two clusters suggested heterogeneity of human IL-10-producing CD4^+^ T cells, albeit at a lower grade compared to the functionally heterogeneous CD25^high^ CD127^low^ CD4^+^ T cells. To further assess the heterogeneity of IL-10-producing CD4^+^ T cells, we performed bootstrap analysis of highly variable genes (HVGs). We found that IL-10-producing CD4^+^ T cells appear to be slightly less heterogeneous than CD25^high^ CD127^low^ CD4^+^ T cells. However, when we compared IL-10-producing CD4^+^ T cells with the clusters C4, C5, and C6, which are rich in *FOXP3*^high^ *IL2R*^high^ *CD127*^low^ cells and have previously been proved to be the bona-fide FOXP3^+^ Treg cells, we observed instead that IL-10-producing CD4^+^ T cells are more heterogeneous (Fig. 6a, Supplementary Figure 9B and C).

**Fig. 6:**
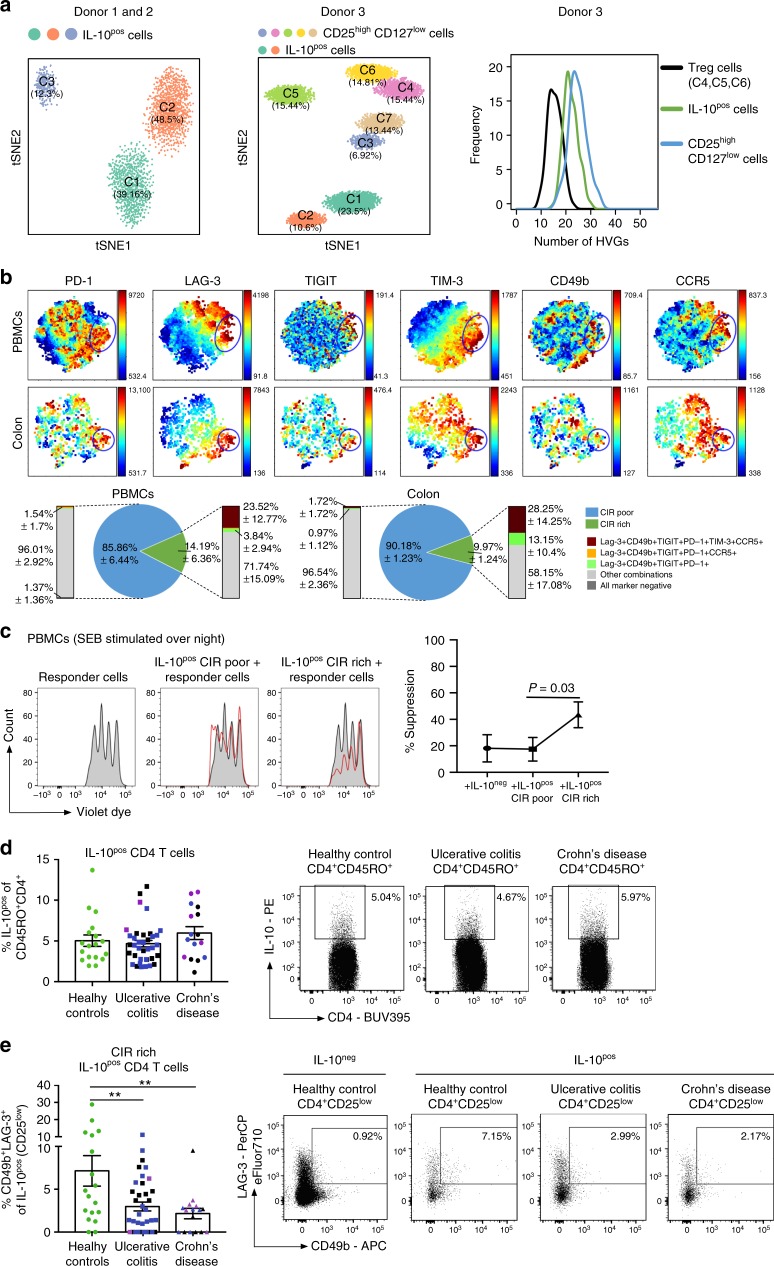
Human IL-10-producing CD4^+^ T cells are heterogeneous. **a** RNA single cell sequencing data of IL-10^pos^ cells (including Foxp3^+^ T cells) isolated from PBMCs of healthy donors (*n* = 3), stimulated with SEB overnight. **b** *vi*SNE analysis of IL-10^pos^ CD25^low^ CD4^+^ T cells from PBMCs of healthy donors (*n* = 8) and healthy colon biopsies (*n* = 4), stimulated with SEB overnight. Clustering is based on MFI of PD-1, LAG-3, TIGIT, TIM-3, CD49b, and CCR5. Blue circle indicates co-inhibitory receptor rich (CIR rich) region. **c** In vitro suppression of CIR rich and CIR poor IL-10^pos^ CD25^low^ CD4^+^ T cells isolated from PBMCs of healthy donors, stimulated with SEB overnight. Representative histograms of five independent experiments, a paired *T-*test was used to calculate significance. **d**, **e** Analysis of IL-10^pos^ CD25^low^ CD4^+^ T cells (**d**) and expression of CD49b/LAG-3 within those (**e**) of colon biopsies from IBD patients: UC active *n* = 22 (inflamed *n* = 20, blue dots; non-inflamed *n* = 17, black dots); UC Remission *n* = 2, violet dots; CD active *n* = 9 (inflamed *n* = 5, blue dots; non-inflamed *n* = 6, black dots); CD remission *n* = 5, violet dots and healthy controls (*n* = 18). Cells were stimulated with SEB overnight, One-way ANOVA (multiple comparisons) was used to calculate significance (**p < 0.005)

Overall, these data indicate that also human IL-10-producing CD25^low^ CD4^+^ T cells are a heterogonous population.

To further test this we then performed *vi*SNE analysis on the basis of the expression of PD-1, LAG-3, TIGIT, TIM-3, CD49b, and CCR5 in IL-10-producing CD25^low^ CD4^+^ T cells. First we confirmed that the IL-10 producing CD4^+^ T cells express significantly higher level of the tested surface molecules compared to the IL-10^neg^ CD4^+^ T cells (Supplementary Figure 10B). Then we found that a fraction of intestinal and circulatory humans CD4^+^ T cells co-expressed all the tested surface molecules, i.e. CIR cells (Fig. 6b). Furthermore, we confirmed that co-expression of only IL-10, CD49b, and LAG-3 showed the highest sensitivity to enrich for these human CIR rich cells (Supplementary Figure 10A). Additionally, we excluded the possibility that FOXP3^+^ Treg ‘contaminated’ the analyzed population of CD25^low^ memory CD4^+^ T cells (Supplementary Figure 10B). Most importantly, we observed a stronger suppressive capacity of IL-10-producing CD25^low^ CIR cells compared to CIR poor cells (Fig. 6c). Of note, there was no significant difference in IL-10 expression between IL-10-producing CD25^low^ CIR rich and CIR poor cells (Supplementary Figure 10C). Finally CIR rich cells also express a higher level of LXRα compared to CIR poor cells (Supplementary Figure 10D).

All together these findings strengthen the link between the mouse and human data and the notion that CIR cells are preserved between species.

Finally, we analyzed IL-10-producing CD25^low^ CD4^+^ T cells in IBD patients with CD and Ulcerative Colitis (UC) (Patient information: Supplementary Figure 11). We could not find paucity in total IL-10 production in CD4^+^ T cells in the colon of IBD patients, or in CD or in UC patients, compared to healthy controls (Fig. 6d). However, we found a significantly reduced frequency of IL-10-producing CD25^low^ CIR rich CD4^+^ T cells within the IL-10-producing CD25^low^ CD4^+^ T cells in IBD patients (Fig. 6e). Thus, our data indicate that IBD patients do not have a general defect in IL-10-producing CD4^+^ T cells, but a selective paucity in CIR rich cells. This defect seems to be a common feature of patients with both UC and CD (Fig. 6e).

## Discussion

We show here that IL-10-producing Foxp3^neg^ CD4^+^ T cells are a functional heterogeneous population of cells: while some of these cells have an anti-inflammatory function other are potentially pathogenic. Using the combinatorial expression of co-inhibitory receptors, it is possible to identify the anti-inflammatory IL-10-producing Foxp3^neg^ CD4^+^ T cell population. This population is conserved across different tissues and species. Finally, we revealed that the anti-inflammatory IL-10-producing Foxp3^neg^ CD4^+^ T cell population is reduced in IBD patients showing that these patients have a defect in immunological tolerance.

Several co-inhibitory receptors were reported by others and us to be expressed on IL-10-producing Foxp3^neg^ CD4^+^ T cells^11–19,22,60^. However, it was not clear whether these markers identified the same or different populations of cells. The visualization of all these co-inhibitory receptors simultaneously showed that there are IL-10-producing cells, which are rich in all the co-inhibitory receptors, tested. The size of this population varied across different tissues and species, but we were always able to find these cells. Furthermore, these cells - i.e. CIR rich cells - have a strong regulatory activity. Therefore, this population fits the original definition of T_R_1 cells, which is mainly based on the expression of IL-10 and on the functional activity^10^. It is still possible that different combinations of the same co-inhibitory receptors or the discovery of new co-inhibitory receptors will help to identify other regulatory populations. However, we think that this should not lead to the amplification of T cell nomenclature, but rather to focus on the different biological aspects of the potential subpopulations of T_R_1 cells.

We and others reported before, and confirmed as part of this study, that CD49b/LAG-3 (or PD1/CCR5) can be used to identify IL-10-producing cells within CD4^+^ T cells^11,12,16,17,61–64^. Here we extended this finding by showing that CD49b/LAG-3 can also be used to identify the regulatory subset within the functional heterogeneous population of IL-10-producing CD4^+^ cells. The specificity to enrich regulatory IL-10-producing CD4^+^ T cells is increased when more markers are combined, at the price of lower sensitivity. Thus the enrichment strategy can be adjusted according to the required purity. Interestingly, our data also show that IL-10-producing Foxp3^neg^ CIR poor are pathogenic, although they produce similar amounts of IL-10 compared to CIR rich cells. Thus, other combinations of co-inhibitory receptors could also help to further study these potentially pathogenic cells.

More importantly, we started revealing the transcriptional network going beyond the transcriptional regulation of *Il10*. By comparing IL-10-producing CD4^+^ T cells with and without regulatory activity, we diverged the network regulating only IL-10 from the one regulating the anti-inflammatory identity of these cells. By doing so, we identified several transcriptional factors, which now need a further analysis to understand their function in T_R_1 biology. An obvious candidate is LXR. It has been shown that *LXRA* and *LXRB* expression is reduced in colon of IBD patients compared to healthy controls^65^. Therefore, manipulation of LXR function and successive induction of highly suppressive IL-10-producing Foxp3^neg^ CD4^+^ T cells could be an intriguing therapeutic strategy since LXR activity can be regulated by synthetic ligands^66,67^. Of note, a recently published study showed that IL-10 expression is negatively regulated by 25^−^OHC via LXRα/β^68^. In line with these data, we also observed an increased frequency of IL-10-producing cells in *Lxra*-deficient CD4^+^ T cells compared to wild type. However the fraction of CIR rich cells was reduced, suggesting that LXR plays a role in the biology of CIR rich cells. It is possible that LXR has a different impact on the differentiation and stability of CIR rich cells, and this requires further experiments. Furthermore, our data suggest a role of Bhlhe40, which was recently shown to regulate IL-10 expression^69^. However the role of Bhlhe40 in the biology of the CIR rich CD4^+^ T cells remains to be tested.

The strong anti-inflammatory activity of T_R_1 cells, has been proved by others and by us in several preclinical mouse models of IMIDs^11,27,29,60^. Additionally, two clinical trials have already been successfully completed with the use of in vitro induced T_R_1 cells^13,70^. These successful trials, even if preliminary, exemplify the difference between a therapy with IL-10, which only partially succeeded (reviewed in^71^), and a therapy with the use of a cell which can produce the right dose of IL-10 in the target organs and more importantly, can exert regulatory activity through multiple mechanisms. Here we found, for the first time, that CIR rich cells are reduced in both UC and CD patients. These data finally justify the use a T_R_1-cell based therapy in IBD patients.

## Methods

### Mice

C57BL/6 CD45.2, C57BL/6 *Rag1*-/- CD45.1 were obtained from The Jackson Laboratory. Foxp3^mRFP^, IL-10^eGFP^ reporter mice and *Lxrα*-/- mice are described elsewhere^29,72^. Age and sex- matched littermates between 8 and 16 weeks of age were used.

### Lymphocyte isolation from the intestine of mice

Intraepithelial lymphocytes were collected after removing Peyer’s patches by incubation of the small intestine with 5 mM EDTA solution at 37 °C for 30 min. Lamina propria lymphocytes were isolated by digesting the tissue with collagenase IV (100 U; Sigma-Aldrich) at 37 °C for 45 min. The cells were further separated by a Percoll gradient (GE Healthcare).

### Lymphocyte isolation from the lung and liver of mice

Lymphocytes from lung and liver of mice were isolated by digesting the tissue with collagenase IV (100 U; Sigma-Aldrich) for 45 min at 37 °C. The cells were further separated by a Percoll gradient (GE Healthcare).

### Flow cytometry

Briefly, after immune cell isolation (described above), cells were either analyzed freshly (in case of reporter mice) or re-stimulated with PMA/Ionomycin for 3 h (non-reporter mice) or in vitro re-stimulated with SEB (1 µg/ml) to detect IL-10 cytokine secretion (in case of human samples).

Panels for FACS analysis mouse: TCRbeta (BV421, BioLegend, clone H57-597 Dilution 1:200, lot B209221), CD4 (BUV737, BD Bioscience, clone GK1.5, Dilution 1:800, lot 5100736/PE/Cy7, BioLegend, clone RM4-5, Dilution 1:400, lot B19204), CD49b (PE, BioLegend, clone Hma2, Dilution 1:100, lot B148368; FITC, BioLegend, clone Hma2, Dilution 1:100, lot B178538), LAG-3 (APC, BioLegend, clone C9B7W, Dilution 1:100, lot B163789), TIM-3 (Biotin, eBioscience, clone 8B.2C12, Dilution 1:200, lot E02985-1632), Strepdavidin (BUV395, BD Bioscience, clone NA, Dilution 1:200), TIGIT (PerCPCy5.5, eBioscience, clone GIGD7, Dilution 1:200, lot E15928-104), PD-1 (BV605, BioLegend, clone 29 F.1A12, Dilution 1:300, lot B227578), CCR5 (PECy7, BioLegend, clone HM-CCR5, Dilution 1:200, lot B220574), CD45.1 (Pacific Blue, Biolegend, clone A20, Dilution 1:400, lot B191340), CD45.2 (PECy7, BioLegend, clone 104, Dilution 1:400, lot B185406), and IL-10 (PE-TexasRed, BioLegend, clone JES5-16E3, Dilution 1:100, lot B243511). For intracellular IL-10 staining, cells were fixed with 4% PFA for 20 min at RT and permeabilized with 0.1 % NP40 solution for 4 min. Cells were stained for IL-10 for 1 h at room temperature. Staining for CD49b and LAG-3 was performed for 30 min at 37 °C.

Panels for FACS analysis human: CD45RO (BV510, BioLegend, clone UCHL1, Dilution 1:400, lot B226190), CD4 (BUV395, BD Bioscience, clone SK3, Dilution 1:200, lot 5309778), CD127 (PeCy7, BioLegend, clone A019D5, Dilution 1:400, lot B223477), CD25 (BV650, BioLegend, clone BC96, Dilution 1:100, lot B198924), CD49b (APC, eBioscience, clone P1H5, Dilution 1:50, lot 4301298), LAG-3 (PerCP eFluor710, eBioscience, clone 3DS223H, Dilution 1:20, lot 4321735), TIM-3 (BV785, BioLegend, clone F38-2E2, Dilution 1:100, lot B236242), TIGIT (AlexaFluor700, R&D Systems, Dilution 1:100, lot AEEA0215071), PD-1 (BV421, BioLegend, clone EH12.2H7, Dilution 1:100, lot B217577), CCR5 (FITC, BD Bioscience, Dilution 1:20, lot 5357814), IL-10 (PE, Miltenyi, IL-10 Secretion Assay – Detection Kit, Cat.# 130-090-434). IL-10 staining was performed using IL-10 secretion assay – detection kit in accordance with the manual (Miltenyi). Staining for CD49b and LAG-3 was performed for 30 min at 37 °C.

Samples were acquired on an LSR II flow cytometer (BD Bioscience) and analyzed using Flowjo. Additionally, data were analyzed using the Cytobank platform (*vi*SNE analysis).

### Transient small intestinal inflammation mouse model

Mice were injected with anti-CD3 (clone 2C11, 15 µg) i.p. twice every other day (injection on day 0 and day 2). Animals were killed 4 h after the second injection. Controls were injected with isotype-matched antibodies or PBS.

After CD4^+^ T cell re-population of lymphopenic hosts, animals were injected with anti-CD3 (clone 2C11) i.p. twice every other day: first injection 3 µg anti-CD3, second injection 15 µg anti-CD3.

### In vivo transfer colitis model

IL-10^eGFP+^Foxp3^mRFP−^ cells from spleen or small intestine (Fig. 1) or IL-10^eGFP+^Foxp3^mRFP−^CD49b^+^LAG-3^+^ and IL-10^eGFP+^Foxp3^mRFP−^ not CD49b^+^LAG-3^+^ double positive cells from spleen (Fig. 4) of anti-CD3 treated mice (CD45.2 Foxp3^mRFP^ IL-10^eGFP^ double reporter mice) were injected i.p. (50.000 cells/mouse) into lymphopenic hosts (CD45.1 *Rag1*−/−). The weight and endoscopic colitis score were monitored.

### In vivo suppression colitis model

IL-10^eGFP+^ Foxp3^mRFP-^ CD49b^+^LAG-3^+^ cells and Foxp3^+^ cells of anti-CD3 treated Foxp3^mRFP^, IL-10^eGFP^ reporter mice (CD45.2) were injected i.p. (50.000 cells/mouse) into lymphopenic hosts (*Rag1*−/− CD45.1) together with IL-10^neg^ cells (50.000 cells/mouse) isolated from the same animals. The weight and endoscopic colitis score was assessed 5 weeks after transfer.

### Plasmodium berghei infection ANKA (PbA)

Pre-experimental mice were i.p. injected with PbA (2 × 10^6^ infected erythrocytes) and blood was harvested 6 days post infection. Infected erythrocytes were used to infect the experimental mice (1 × 10^5^ infected erythrocytes/mouse). Animals were killed for analysis on day 6 post infection. To assess the level of parasitemia, a blood smear was stained using WRIGHT stain.

### Endoscopic procedure

Colonoscopy was performed in a blinded fashion for colitis monitoring using the Coloview system (Karl Storz, Germany). Colitis scoring was based on granularity of mucosal surface, stool consistency, vascular pattern, translucency of the colon, and fibrin visible (0–3 points for each)^11,28,30^.

### In vitro suppression assay (mouse)

Responder T cells (CD4^+^ CD25^−^) were isolated from C57BL/6 wildtype mice using MACS beads (Miltenyi) and labeled with 5 µM violet dye. Responder cells were activated in the presence of irradiated APCs and 1.5 µg anti-CD3 (clone 2C11) either alone or combined with the indicated suppressor population in a ratio of 1:1 for 4 days. Proliferation of responder T cells was measured via flow cytometry.

### Lymphocyte isolation from human intestinal tissues

Tissue specimens were collected directly during the endoscopy, as is stated later on in the study approval section. After being cleaned with PBS, the tissue was digested in 5 ml full media containing collagenase IV (100 U, Sigma-Aldrich) for 20 min at 37 °C. The cells were further separated by a Percoll gradient (GE Healthcare).

### PBMC isolation from buffy coats

PBMCs were isolated from buffy coats of healthy donors using Biocoll separation solution (Biochrom). CD4^+^ T cells were further enriched using MACS CD4 beads (Miltenyi).

### In vitro suppression assay (human)

IL-10^pos^CD49b^+^LAG-3^+^ (CD25Low) and IL-10^pos^ not CD49b^+^LAG-3^+^ double positive (CD25Low) CD4 T cells were sorted using a FACSAria II. In parallel, responder CD4 T cells were sorted from unstimulated PBMCs from the same donor (CD25lowCD127high). Responder T cells were labeled with CFSE according to manual (2 µM, 8 min, 37 °C). Responder T cells and suppressor T cells were cultured in a 1:1 ratio in full media in the presence of Treg inspector beads (Miltenyi) at a ratio of 3 beads/cell for 4 days.

### Relative gene expression analysis

RNA from cells was isolated using TRIzol LS reagent (Life Technology) according to the manual. RNA was subjected to reverse transcription with SuperScript II (Invitrogen) with oligo(dT) primer. cDNA was semi quantified using commercially available primer/probe sets from Applied Biosystems. Samples were analyzed with the change in cycle threshold method. Results were normalized to hypoxanthine phosphoribosyltransferase (*Hprt*), quantified in parallel amplification reactions.

### Bulk-seq read processing

Single-end sequencing reads were trimmed using Trimmomatic followed by Alignment using Tophat and summarized with HTSeq count.

### 10XGenomics Drop-seq read processing

Pair-ended UMI-indexed Illumina reads were demultiplexed using cellranger mkfastq pipeline, trimmed using Trimmomatic followed by standard CellRanger pipeline in order to perform alignment to the respective genome (Mm10 or Hg19), read filtering and UMI counting for each sample. UMI count tables were imported into R environment (RStudio) for further data analysis.

### SMART-seq2 read processing

Pair-ended whole-transcript Illumina reads were demultiplexed using de-indexed and aligned to the Mm8 mouse genome through 2-pass alignment using STAR^73^. RPKM expression values were computed using uniquely aligned reads^74^ with MULTo correction^75^.

### Bulk RNA-seq data analysis

A standard RNAseq pipeline^76,77^ was used for data analysis of bulk-sorted cell populations (IL10^pos^CD49b^+^LAG-3^+^, IL10^pos^ not CD49b^+^LAG-3^+^ double positive, IL10^neg^ not CD49b^+^LAG-3^+^ double positive). Briefly, mitochondrial genes were excluded from the analysis as well as genes that fail to have over 5 counts in more than 4 samples. Data normalization, model fitting, and computation of fold changes were done using DESeq2^77^. Genes with fold change above 1.5 and FDR below 1% were considered differentially expressed between each pairwise comparison.

### Single cell data analyses

A similar analysis strategy^78^ was applied to both SMARTseq-2 and 10XGenomics datasets and is described briefly as follows. Cells were filtered out based on the library size, number of genes, and mitochondrial gene proportion using 3 median absolute deviations below the median log-library size for each parameter. Cell classification was performed using Cyclone^79^ in order to filter out dividing G2/M cells. Genes with mean row counts below 1 (0.05 for 10 × ) were considered to be of low-abundance and were removed. Data normalization was performed using pool counts method^80^ and using ERCC spike-in correction when available. Normalized log-expression values were used for identification of HVGs with biological variance greater than 0.5 (0.05 for 10 × ) and false discovery rate of 5%. Normalized log-expression values of HVGs were subsequently processed for non-linear dimensionality reduction using Rtsne (http://CRAN.R-project.org/package=Rtsne) and further clustering using DBSCAN (https://CRAN.R-project.org/package=dbscan/) on tSNE space. Differential gene expression among clusters was done using SCRAN^78^ and Gene Ontology enrichment analysis was performed using EnrichR. Annotation of cytokines, transcription factors, and receptors used are a consensus of several gene annotation databases. Plots were generated using R base graphics, heatmap, vioplot and RColorBrewer (https://CRAN.R-project.org/package=pheatmap; https://CRAN.R-project.org/package=vioplot; http://CRAN.R-project.org/package=RColorBrewer).

For correlation between mouse single cell clusters from both spleen and small intestine, gene averages per clusters were used. Non-parametric Spearman correlation was applied in all non-zero values between each clusters compared, individually. For correlations using bulk RNA-seq, T_R_1 cell (IL10^pos^CD49b/LAG-3) gene-wise counts were averaged and correlated iteratively to each cell using only the HVGs, respective to the single-cell dataset being used.

For comparing gene heterogeneity between spleen and small intestine single cell datasets, we opted to compute the difference in the number of HVGs in each dataset by bootstrap. For this purpose, 100 cells were randomly selected and used to compute the number of HVGs (as indicated above) for each dataset. This process was repeated 100 times with another 100 randomly picked cells, with replacement at each time, and the number of HVGs was recorded. Results obtained this way presented a normal distribution and were compared using two-tailed Student’s *t*-test. *P* values below 0.05 were considered significant.

### Statistics

For non-transcriptomic data, two-tailed Mann–Whitney *U* test, paired *t*-test, Wilcoxon test, or one-way *ANOVA* (with Tukey post-hoc test) test were used to calculate significance, where applicable. *P* values below 5% were considered significant. Statistical calculation was performed using Prism program 5.0 (GraphPad Software).

### Study approval

Experiments involving animals were carried out in accordance with the Institutional Review Board “Behörde für Soziales, Familie, Gesundheit und Verbraucherschutz” (Hamburg, Germany). Experiments were carried out in accordance to all relevant ethical regulations.

Human studies were approved by the local ethical committee (Ethik-Kommission der Ärztekammer Hamburg). Consent was obtained from all human participants and experiments were carried out in accordance with all relevant ethical regulations.

## Electronic supplementary material

Supplementary Information

Transparent Peer Review File

## Data Availability

All RNA-seq data generated is available at Gene Expression Omnibus (GEO) under the accession number GSE121393. All other relevant data are available from the authors.

How the deposited data were processed for this re-analysis (not part of the article)

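IL-10-producing CD4+ T cells from spleen and small intestine of anti-CD3-treated reporter mice were measured with the 10X technology, with 1 library per tissue. The UMI counts per gene and cell barcode were made by the authors, as deposited, by trimming the reads, aligning them to Mm10 with CellRanger and counting UMIs, with no normalization. They hold whole numbers, and the filters of the paper on cells and genes had not been applied to them. The library of the small intestine had 1474 barcodes and 5693395 UMIs and that of the spleen 1738 barcodes and 11103530 UMIs, over 28009 listed genes. The SMART-seq2, bulk and human data of the paper were not analysed here.

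The steps of the paper's methods were followed where they are named. Cells more than 3 MAD below the median of log UMIs or log genes, or more than 3 MAD above the median mitochondrial share, were left out, and then cells that cyclone (scran 1.30.0, 1000 iterations) placed in G2/M. Genes with a mean count of at least 0.05 were normalized with pooled size factors. HVGs were called with modelGeneVar at a biological variance over 0.05 and a false discovery rate under 0.05. Maps were made with Rtsne 0.17 (perplexity 30, random seed 1) and clustered with DBSCAN of scikit-learn 1.9.0 (at least 10 neighbours). The distance was chosen by the mean silhouette among the 50th to 99.5th percentile of the distance to the 10th neighbour, and cells outside clusters were given to the cluster of the nearest clustered cell. Where no distance gave 2 or more clusters, all cells were taken as 1 cluster. The maps of a first run depended on the number of processor threads, so all maps were made again from principal components rounded to 6 decimals. This step was chosen after the first run had been seen and before the new clusters were, and only the new maps are used here. The first run had given more DBSCAN clusters in the spleen than in the small intestine, which the new maps did not. HVGs per 100 cells were counted in 100 draws. Graph clusters came from the Louvain communities of a shared nearest neighbour graph (bluster 1.12.0, 10 neighbours, 20 principal components). Doublets were called with Scrublet in scanpy 1.11.5 and were left out only as an alternative. R 4.3.3 with scuttle 1.12.0 and Matrix 1.6.5 and Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9 were used.

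Levels are UMIs summed over the cells of a cluster in CPM, with exact Poisson 95% intervals. Ratios of levels have exact 95% intervals from the binomial distribution of the UMIs of both groups. Shares of cells have exact binomial 95% intervals and were compared after every cell was thinned at random to 2095 UMIs. This left 1150 cells of the small intestine and 1439 of the spleen. A level of 0 was given the upper bound of its interval. With 1 library per tissue and cells that are not replicates, no p-value and no number of changed genes was computed from cells. Fold changes used to rank genes were differences of mean log2 normalized expression averaged over the other clusters, or, as an alternative, ratios of CPM with a pseudocount of 10.

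The genes named are from the paper's text and Fig. 2c–f, the 5 leading genes of each cluster among genes with a UMI in at least 25% of its cells, activation markers, surface molecules and transcription factors that the paper names, and the 5 genes highest and 5 lowest in spleen against small intestine among genes with at least 50 UMIs. This rule, the main settings, the alternatives other than those marked as chosen after seeing the data, and the lists of cell type markers were fixed before the data were examined. Which cluster is C1-like was to be read from 8 marker genes, and the rule that the highest mean log2 fold change decides was settled only after first results had been seen. Among graph clusters made without the named genes, the list of proliferation markers had 3 genes among the 10 leading genes of splenic cluster 2 (mean log2 fold change 1.19), and the CD8 list both of its genes in intestinal cluster 5 (mean log2 fold change 1.97).

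The steps were tested on simulated data made from splenic cells, with 200 genes changed in 20% of 1469 cells. Of 77 genes changed 4-fold or 8-fold, 51 (66.2%) were called as HVGs, beside 1 unchanged gene, and 2 HVGs were called with no gene changed. DBSCAN returned the 294 changed cells as 1 cluster. Between random groups of the unchanged cells, 95.3% of the intervals of ratios held no change. These counts were drawn with the Poisson noise that the intervals assume. The share thus checks the computation, and not how well the intervals cover differences between clusters of real cells. Gene locations are from the GRCm38 annotation, which placed 37 of the 38 named genes.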

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

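Every test of an explanation in this part was chosen only after the result was seen.

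*Maf* and *Ctla4* went in opposite directions in the tissues. Between the C1-like DBSCAN cluster and the other cells, the log2 ratio of *Maf* was −0.55 (−0.69 to −0.41) in the small intestine and 0.55 (0.42 to 0.68) in the spleen, and that of *Ctla4* −0.31 (−0.40 to −0.22) and 0.13 (0.03 to 0.22). The difference between the tissues itself was not tested, as each had 1 library. In the small intestine, the C1-like cluster held all 161 cells of the graph cluster with *Cd8a* described below. These cells as the whole cause of the low values are argued against, since without them the log2 ratios were −0.29 (−0.43 to −0.15) for *Maf* and −0.15 (−0.23 to −0.06) for *Ctla4*. A part from these cells stays open. Of the 190 other cells, 176 were in the graph cluster led by *Capg* and *Emb*. Against that cluster the log2 ratios of the C1-like graph cluster were −0.52 (−0.68 to −0.35) for *Maf* and −0.03 (−0.14 to 0.07) for *Ctla4*, and against the other graph clusters without it 0.14 (0.01 to 0.27) and 0.42 (0.35 to 0.50). Against all other graph clusters neither gene was lower, with −0.02 (−0.14 to 0.11) and 0.32 (0.25 to 0.39). With the cluster with *Cd8a* left out of these, *Maf* was lower, with −0.33 (−0.46 to −0.21), and *Ctla4* was not, with 0.129 (0.055 to 0.202). That *Maf* was not lower against all other graph clusters thus depended on the cells of that cluster. These values do not decide whether the make-up of the other cells gave the low values of the DBSCAN cluster, and it stays open. A difference between the tissues also stays open, untested.

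The small intestine held UMIs of genes that the paper does not discuss, *Cd8a* (ENSMUSG00000053977, chromosome 6, 71373427 to 71379173) with 1009 and *Cd8b1* (ENSMUSG00000053044, chromosome 6, 71322788 to 71337494) with 767. Of these, 882 and 703 lay in 1 graph cluster of 161 cells. RNA free in the droplets would give like shares in all clusters. At equal depth, 68.4% (60.4 to 75.6) of the cells of that cluster had a *Cd8a* UMI and 3.12% (2.13 to 4.39) of the others, which argues against it. Droplets with a CD4 and a CD8 T cell are argued against by the 121 cells with both genes, which had 1.22 times the median UMIs of cells with neither and 0.081 times their level of *Maf*. Whether these were CD8 T cells without *Cd4* or cells with both molecules cannot be told apart. A *Cd4* UMI was found at equal depth in 19.0% (12.3 to 27.3) of 116 such cells and in 58.1% (54.9 to 61.2) of 961 cells with neither gene. The level of *Cd4* in cells with both genes was 0.278 times that in cells with neither, above the 0.081 times of *Maf*. Free RNA with the make-up of cells with neither gene could thus not give all of this *Cd4*. The make-up of free RNA was not measured, so the share that it alone would give is not known. No *Cd8a* UMI was found in the 1469 splenic cells, while *Cd8b1* had 126 UMIs there, in 105 cells (7.15%).

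The reporter gene *mRFP*, which the paper does not report on in these data, had 108 UMIs in the spleen and 9 in the small intestine. At equal depth, 4.69% (2.52 to 7.89) of the 277 splenic cells with a *Foxp3* UMI in the deposited counts had an *mRFP* UMI, and 0.69% (0.30 to 1.35) of the 1162 without. As deposited, the shares were 20.0% and 3.28%. This is consistent with transcripts of the Foxp3 reporter. The *mRFP* UMIs of cells without *Foxp3* were not traced further.

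*Il17a* (ENSMUSG00000025929, chromosome 1, 20730905 to 20734496), which the paper does not discuss, had 243 UMIs in the small intestine, of which 238 lay in the second DBSCAN cluster. At equal depth 24.1% (17.8 to 31.3) of the cells of that cluster had an *Il17a* UMI and 0.1% (0.0 to 0.6) of the first cluster, which argues against RNA free in the droplets. In the spleen *Il17a* had 107 UMIs. Of the lists of cell type markers, the Th17-like one had the highest mean log2 fold change in the second cluster, 0.279, followed by the Treg-like one with 0.23. Of the 9 Th17-like genes, 8 were seen in at least 5% of its cells, against 0 in the first cluster. As that list holds *Il17a* itself, this is no independent test. No further biological explanation was tested.

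The 5 highest and the 5 lowest genes in the spleen against the small intestine were taken from 9034 genes with at least 50 UMIs over both libraries. All but *Gzma* and *Cxcl13* had no UMI in 1 of the tissues. *Dapl1* had 643 UMIs in the spleen, *Igfbp4* 144, *Tns1* 78, *Lyz2* 65 and *1110032F04Rik* 52, and none had a UMI in the small intestine. Against a floor of 3 UMIs in the cells kept, they were 117.9-fold, 26.4-fold, 14.3-fold, 11.9-fold and 9.5-fold higher. This floor lies below the upper bound of 0 UMIs, which is 0.73 CPM in the small intestine and 0.4 in the spleen. Ratios to the floor are therefore not lower bounds. *Cd8a* (611-fold against the floor), *Gpx8* with 126 UMIs (76.3-fold) and *Clu* with 75 (45.4-fold) had UMIs in the small intestine only. *Gzma* had 129278 UMIs there and 474 in 83 cells of the spleen (51.8 CPM), a log2 ratio of spleen to small intestine of −8.95 (−9.09 to −8.82), and *Cxcl13* 224 and 1, with −8.67 (−13.98 to −6.18).

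A lower depth of the small intestine is argued against, since at the splenic level at least 28.6 UMIs would have come from it for each of the 5 genes higher in the spleen. RNA free in the droplets was tested for all 10 genes by the shares in graph clusters at equal depth. For 5 genes (*Dapl1*, *Igfbp4*, *Cd8a*, *Gpx8* and *Gzma*) the highest and lowest cluster differed beyond exact intervals, and the test was then divided for the rest. *Clu* and *Cxcl13* had 9.38 and 9.74 UMIs per cell with a UMI, where free RNA would give about 1. *Lyz2* had 1.76, and its UMIs lay in 37 cells, where the same number placed at random over the splenic cells by their depth hit 58 to 65 cells in 1000 placements. This argues against free RNA as its only source. *Tns1* had 1.15 UMIs per cell with a UMI (68 cells against 68 to 78 at random) and *1110032F04Rik* 1.06 (49 against 46 to 52). For these 2 genes the highest share in any graph cluster was 4.49% (2.26 to 7.89), and free RNA and expression in few cells cannot be told apart at so few UMIs. With 1 library each, a difference between the tissues and one between the libraries cannot be told apart for any of the 10 genes.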

How the results depend on the processing

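Alternatives named here as added were chosen after seeing the data. They are the cells kept without the filter on quality, the DBSCAN and graph clusters made without the named genes, the graph clusters at equal depth, the 5 further thinnings and the gap without cycling cells. All others were set before. No paired analysis was possible because each tissue had 1 library. Leaving out T cell receptor genes was void, since the files list 1 such gene and it was not an HVG.

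Against 1278 cells kept in the small intestine, 2 MAD gave 1169, 5 MAD 1350, G2/M cells kept 1339 and no quality filter (added) 1400. Against 1469 in the spleen, 2 MAD gave 1377, G2/M cells kept 1648, S cells also removed 1425 and no quality filter (added) 1542. The other 2 alternatives per tissue moved the number by less than its interval.

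The number of clusters moved in 7 of 19 alternatives in the small intestine and in 10 of 19 in the spleen. Against 2 in the small intestine, there were 5 with G2/M cells kept, 3 at *t*-SNE seed 4, 1 with the distance at its 99th percentile, 6 with graph clustering, 3 with DBSCAN without the named genes (added) and 5 with both added graph clusterings. The other 12 alternatives gave as many as the main setting. Against 2 in the spleen, there were 5 with G2/M cells kept, 1 with no quality filter, 4 with a gene minimum of 0.01, 3 with Poisson technical variance, 4 at equal depth, 4 at seed 2, 1 with the distance at its 99th percentile and 7 with graph clustering and both added graph clusterings. The other 9 gave as many as the main setting. The cause was not tested for any of these changes.

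More HVGs per 100 cells in the spleen held under all 12 alternatives, with a gap between 8.5 and 194. Against 44 and 85, Poisson technical variance gave 207 and 401 (gap 194), equal depth 29 and 40 (gap 11), and 200 cells per draw 54 in the small intestine. The gap was 12 over 5 further thinnings (added) and 8.5 at equal depth without the cycling cluster (added). The loss at equal depth follows from fewer UMIs per cell, and depth thus limits how far the numbers of HVGs can be compared. For Poisson variance and 200 cells the cause was not tested.

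Against a Spearman coefficient of 0.9057 between the C1-like clusters, there were 0.7854 with library-size factors, 0.8873 with a gene minimum of 0.01, 0.914 with Poisson technical variance, 0.8313 with doublets removed, 0.8624 at equal depth, 0.7833 in cells without *Foxp3*, 0.9002 at perplexity 50 and 0.8955 with graph clusters. Over genes with a mean count of at least 0.05 it was 0.8631 and over HVGs 0.8333. With DBSCAN without the named genes (added) it was 0.5943, with graph clusters without them (added) 0.9001 and with graph clusters at equal depth (added) 0.8415. The C1-like cluster of the spleen had 128 cells, against 23 with library-size factors, 37 with doublets removed, 21 in cells without *Foxp3*, 18 with DBSCAN without the named genes and 964 with Poisson technical variance. The other 6 alternatives moved the coefficient by less than its SD over draws. With no quality filter and with the distance at its 99th percentile, the spleen had 1 cluster and there was no coefficient. The cause was not tested.

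Against 44 genes shared by the top 100, there were 14 with library-size factors, 27 with Poisson technical variance, 21 with doublets removed, 14 in cells without *Foxp3*, 26 at seed 2 and 2 with DBSCAN without the named genes (added), while the other 12 alternatives stayed within 1.5 times. Against 10 of 13 named genes higher in both C1-like clusters, there were 2 with doublets removed, 1 with DBSCAN without the named genes (added) and 6 with graph clusters at equal depth (added), and from 10 to 12 under the other 4 alternatives. The cause was not tested.

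Of 244 values of 22 single genes under alternatives, 116 stayed within counting error, 105 moved and 23 changed their direction. Of these 23, 13 had an interval of their own that left out 0, and for the other 10 no difference was detectable under the alternative. *Havcr2* is not among the 244 with doublets removed, as it had no ratio there. The splenic C1-like cluster then had 0 UMIs (up to 23.9 CPM) against 38.0 CPM in the other cells, opposite to the log2 ratio of 2.46 in the main setting. These values were limited to those given beside the claims after a first run over more genes. With doublets removed, the splenic C1-like cluster held 37 cells. Its log2 ratios were −0.42 for *Ifng*, −0.40 for *Il10*, −3.03 for *Gzmb*, −0.30 for *Ctla4*, −0.12 for *Tnfrsf18* and −0.40 for *Cd44*. At equal depth that of *Cd44* was −0.085 (an interval above 0 in the main setting). DBSCAN without the named genes (added) gave −0.22 for *Ifng*, 0.85 for *Maf*, −0.53 for *Id2*, −0.59 for *Gzmb*, −0.45 for *Serpinb9*, −0.27 for *Lilrb4a*, −0.28 for *Lag3* and 0.10 for *Ctla4* in the small intestine. In the spleen it gave −0.48 for *Maf*, −0.006 for *Ctla4*, −0.70 for *Tnfrsf18* and −0.999 for *Icos*. *Ctla4* in the small intestine had 0.32 with graph clusters and 0.27 with those made without the named genes (added). With graph clusters at equal depth (added), the intestinal log2 ratio was −0.64 for *Ifng* and −0.11 for *Lag3*. The cause was not tested.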

Differences from the paper's values

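In the small intestine, 2 clusters were found against the paper's 4. Of the alternatives set before the data were examined, G2/M cells kept (5 clusters), *t*-SNE seed 4 (3) and graph clustering (6) came within 1.5 times the paper's number. No quality filter, library-size factors, a gene minimum of 0.01, Poisson technical variance, doublets removed, equal depth, cells without *Foxp3*, perplexity 50, seeds 2, 3, 5 and 6 and the larger DBSCAN distance did not. In the spleen, 2 clusters were found against the paper's 7. G2/M cells kept (5) and graph clustering (7) came within 1.5 times, and the other alternatives did not. The DBSCAN clusters without the named genes, chosen after seeing the values, numbered 3 in the small intestine and 2 in the spleen, and the added graph clusterings, also chosen after seeing the values, 5 and 7.

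The median number of HVGs per 100 splenic cells was 85 against the paper's value of about 41 in Fig. 1e, read by eye. Only at equal depth, with 40, was it within 1.5 times the paper's, and no other alternative set before the data were examined closed the gap.

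The Spearman coefficient of the C1-like clusters was 0.9057 against the paper's 0.912. With Poisson technical variance (0.914) and at seed 3 (0.9079) the difference was below the SD over draws of cells, and under the other alternatives set before the data were examined it was not.

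The C1-like cluster of the small intestine held 85.13% of 1278 cells, and the paper's SI C1 held about 42% in Fig. 1d, read by eye, of the paper's 1379 cells. None of the alternatives set before the data were examined closed the gap.

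The paper gives SI C1 and Sp C1 as the pair of clusters with the highest similarity. Here the C1-like pair was second of 4 with 0.9057, after 0.9109. It was the highest pair with Poisson technical variance (0.914), where the splenic cluster held 964 cells, and over genes with a mean count of at least 0.05 (0.8631) or HVGs (0.8333). It ranked 4 of 4 with library-size factors and with doublets removed, 4 of 8 with a gene minimum of 0.01 and 3 of 8 at equal depth. In cells without *Foxp3* and at perplexity 50 it ranked 3 of 4. In settings chosen after seeing the values, it ranked 6 of 6 with DBSCAN without the named genes. With graph clusters chosen in that way it ranked 3 of 35 without the named genes and 9 of 35 at equal depth. In the remaining settings with a C1-like pair it was second.

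The paper lists *Il10* among the shared top genes, and it was not among the 44 shared here. It was shared at seed 4. Of 20 genes named in the text or Fig. 2c–f, 10 were shared here. The text does not name all of these as shared by both C1 clusters. It names *Foxp3*, *Ikzf2*, *Il2ra* and *Icos* for splenic clusters with *Foxp3*, and *Havcr2* for Sp C1.

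The paper gives *Il10*, *Maf* and *Ctla4* as high in both C1 clusters, and in the small intestine the log2 ratios here were 0.10 (−0.05 to 0.25), −0.55 (−0.69 to −0.41) and −0.31 (−0.40 to −0.22). With graph clustering and, chosen after seeing the values, with graph clusters made without the named genes, *Il10* and *Ctla4* were higher there and 12 of 13 genes were higher in both tissues, *Maf* in the small intestine being the exception. *Maf* was higher there with DBSCAN without the named genes, chosen after seeing the values (log2 ratio 0.85). At seed 4, *Il10*, *Maf* and *Ctla4* were among the shared top genes, and their log2 ratios were not computed at that seed. With doublets removed and at equal depth none of the 3 genes was higher there. None was higher there either with graph clusters at equal depth, chosen after seeing the values, where 6 of 13 genes were higher in both tissues. By mean log2 normalized expression, which has no interval, *Il10* was higher and *Maf* and *Ctla4* were not.

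The paper gives *Ikzf2*, *Il2ra*, *Ctla4* and *Icos* as higher in the *Foxp3*-expressing cluster Sp C5 than in Sp C4. Of these 4, 3 were higher in the graph cluster with the highest level of *Foxp3* than in the second here, and *Ctla4* was not, with 2099 (2026 to 2175) and 2109 (2052 to 2168) CPM.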

Other observations

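The tests in this part were chosen only after the result was seen, except that on free *Il10* RNA.

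More HVGs were found per 100 cells in the spleen, with a gap of 41 at the deposited depth. Depth as the whole of this gap is argued against by 12 genes as the median over 5 thinnings to equal depth (11 to 13). At equal depth 70.7% of the gap was lost. Thinning lowers the number of HVGs in both tissues, so this loss does not measure the part due to unequal depth. In simulated cells of the same make-up, the depths of both libraries gave a gap of 11.5, which fits depth as a part of it. Without the splenic cluster led by *Hmgb2* and *Stmn1*, the gap at equal depth was 8.5 (6 to 10.5), so cycling cells as the whole of the rest are argued against. A difference between the tissues stays open, as does one between the libraries.

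The C1-like pair did not have the highest Spearman coefficient. Among graph clusters it had 0.8955 and the highest pair 0.8964, a difference below the SD over draws of 0.0047. With 129 cells drawn from each cluster in 20 draws, its median was 0.8694 (0.866 to 0.8736) and ranked 4, and the highest was 0.8783 (0.8718 to 0.8827). The C1-like pair was the highest in 0 of the 20 draws, which argues against the number of cells behind the cluster means as what kept it from being the highest of the graph pairs. Among DBSCAN clusters, with 128 cells drawn from each, the pair of the first clusters, which had been above the C1-like pair, fell to 0.8313 (0.8212 to 0.842), below the 0.871 (0.8634 to 0.8776) of the C1-like pair. This fits the number of cells as what had put that pair above. The pair of the second intestinal and the C1-like splenic cluster had 0.8792 (0.8764 to 0.8823), above the C1-like pair in each draw. With all cells that pair had been the lowest of the 4, with 0.8904. At equal numbers of cells the C1-like pair was thus still not the highest, but the order of the pairs depended on the number of cells.

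*Zbtb16* (ENSMUSG00000066687, chromosome 9, 48654297 to 48836222), which the paper names among transcription factors of CIR rich cells, had 31 UMIs in the splenic cells. Of these, 16 lay in 9 of the 151 cells of the C1-like graph cluster and 15 in 8 of the 1318 other splenic cells. Droplets with 2 cells are argued against by a median of 1.07 times the UMIs of the other C1-like cells. A small group of NKT cells was tested with *Klrb1c*, *Xcl1*, *Cxcr6*, *Klrk1* and *Il2rb*. Together they had 1283.6 CPM (998.7 to 1624) in the 9 cells against 1111 (1038.9 to 1187) in the other 142 C1-like cells, a log2 ratio of 0.21 (−0.17 to 0.56). No difference was detectable, and with 9 cells a small group of NKT cells can be neither excluded nor supported by this test. A first version of this test had been made on a small cluster of the maps of the first run, which the maps used here do not have, and its log2 ratio lay above 0. *Klrb1c* alone had 37.2 CPM in the 9 cells (2 UMIs) and 10.1 in the other C1-like cells (8 UMIs). *Il4*, which was not part of the test, had 446.5 and 5.1 CPM.

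A splenic graph cluster led by *Klf2* and *Pdcd4*, of 230 cells, had little *Il10* although the cells were sorted for the IL-10 reporter. At equal depth 17.3% (12.5 to 22.9) of its cells had an *Il10* UMI, and 5 of the 6 other splenic clusters lay above it beyond exact intervals, which argues against depth. Its *Il10* level was 23.0% (18.9 to 27.8) of that over all splenic cells, against 11.9% (10.6 to 13.3) for *Ccl5*, so *Il10* RNA free in the droplets as its only source is argued against. A part from free RNA stays open.

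Activation markers were set against the other splenic cells for the C1-like DBSCAN cluster. *Cd69* (log2 ratio −1.96, −2.81 to −1.23), *Il2ra* (−1.69, −2.25 to −1.19) and *Tnfrsf9* (−0.82, −1.11 to −0.54) were lower and *Cd44* (0.71, 0.15 to 1.23) and *Icos* (0.34, 0.22 to 0.47) higher. For *Tnfrsf4*, *Cd40lg* and *Nr4a1* no difference was detectable in this setting. Under 6 other clusterings, of which 3 were chosen after seeing the data, *Tnfrsf4* was lower in 5, among them the graph clusters with −0.25 (−0.32 to −0.18). *Il2ra* and *Tnfrsf9* were lower in all 6 and *Cd69* in 5. *Cd44* was higher in 1 only, and *Icos* was higher in 4 and lower in 1. Of other transcription factors that the paper names for CIR rich cells, *Bhlhe40* had a log2 ratio of 1.19 (0.85 to 1.51) and was higher in 5 of the 6 other clusterings, and *E2f1*, *Mybl2* and *Nr1h3* had 4, 0 and 1 UMIs in the cluster.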
